# Muscle transcriptomic investigation of late fetal development identifies candidate genes for piglet maturity

**DOI:** 10.1186/1471-2164-15-797

**Published:** 2014-09-17

**Authors:** Valentin Voillet, Magali SanCristobal, Yannick Lippi, Pascal GP Martin, Nathalie Iannuccelli, Christine Lascor, Florence Vignoles, Yvon Billon, Laurianne Canario, Laurence Liaubet

**Keywords:** Maturity, Survival, Birth, Muscle, Microarray, Systems biology, Pig

## Abstract

**Background:**

In pigs, the perinatal period is the most critical time for survival. Piglet maturation, which occurs at the end of gestation, leads to a state of full development after birth. Therefore, maturity is an important determinant of early survival. Skeletal muscle plays a key role in adaptation to extra-uterine life, e.g. glycogen storage and thermoregulation. In this study, we performed microarray analysis to identify the genes and biological processes involved in piglet muscle maturity. Progeny from two breeds with extreme muscle maturity phenotypes were analyzed at two time points during gestation (gestational days 90 and 110). The Large White (LW) breed is a selected breed with an increased rate of mortality at birth, whereas the Meishan (MS) breed produces piglets with extremely low mortality at birth. The impact of the parental genome was analyzed with reciprocal crossed fetuses.

**Results:**

Microarray analysis identified 12,326 differentially expressed probes for gestational age and genotype. Such a high number reflects an important transcriptomic change that occurs between 90 and 110 days of gestation. 2,000 probes, corresponding to 1,120 unique annotated genes, involved more particularly in the maturation process were further studied. Functional enrichment and graph inference studies underlined genes involved in muscular development around 90 days of gestation, and genes involved in metabolic functions, such as gluconeogenesis, around 110 days of gestation. Moreover, a difference in the expression of key genes, e.g. *PCK2*, *LDHA* or *PGK1*, was detected between MS and LW just before birth. Reciprocal crossing analysis resulted in the identification of 472 genes with an expression preferentially regulated by one parental genome. Most of these genes (366) were regulated by the paternal genome. Among these paternally regulated genes, some known imprinted genes, such as *MAGEL2* or *IGF2*, were identified and could have a key role in the maturation process.

**Conclusion:**

These results reveal the biological mechanisms that regulate muscle maturity in piglets. Maturity is also under the conflicting regulation of the parental genomes. Crucial genes, which could explain the biological differences in maturity observed between LW and MS breeds, were identified. These genes could be excellent candidates for a key role in the maturity.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-797) contains supplementary material, which is available to authorized users.

## Background

Over the last decades, genetic progress has been associated with a rise in perinatal mortality in the domestic pig (*Sus scrofa*) [1]. In 2013, Strange et al. [2] noted that piglet mortality mostly occurs in the first 96 hours after birth. Because the pig is one of the most important meat-producing livestock species world-wide, this high piglet mortality at birth is a source of both economic [3] and ethical problems (public perception of the pig industry is affected by this young mortality [4]). Postnatal mortality is not an issue in pigs alone but also affects other mammals like sheep or humans [5, 6]. In humans, for example, out of 4 million cases of infant death during the first four weeks of life, 28% are due to prematurity issues [6]. Adaptation to extra-uterine life is therefore a major factor for survival.

In pigs, various factors contributing to survival at birth have already been identified. They depend on maternal traits (e.g. farrowing duration, sow health), piglet characteristics (e.g. body weight at birth, genotypes) or environment [7, 8]. As suggested by van der Lende [8], one of these factors is maturity. Maturation process was described to occur at the end of gestation, from 90 days of gestation to birth (114 days) [9]. Leenhouwers et al. [9, 10] showed that a greater physiological maturity at birth is responsible for a higher survival. Thus, a successful maturation process leads to a state of full development and promotes early survival after birth [9, 10].

Piglet maturity involves characteristics such as body size, body weight, organ characteristics and availability of body energy reserves such as glycogen or lipids [8, 9]. Maturity is also coupled with the efficiency of physiological functions like thermoregulation, which is the balance between heat loss and heat production [8, 11]. Although body weight has an influence on survival at birth, several studies suggest that it is not the only indicator of maturity [7–9, 12]. The biological background imputable to the piglet’s genetics has also been shown to impact survival [9, 10], for example, Meishan piglets have a better survival rate than Large White piglets although they are lighter at birth. Moreover, Herpin et al. [11, 13] highlighted that glucose homeostasis and body energy-glycogen storage are essential for survival.

Glycogen is the main source of polysaccharide stored in cells [11]. Glycogen storage is used to promote piglet thermoregulation at birth which takes place mainly in skeletal muscle (89% of the total glycogen) because of the absence of functional brown adipose tissue in piglets [8, 11]. After birth, glycogen levels decrease by as much as 82% in muscle to provide the energy required [14]. Proficient thermoregulation, via glycogen storage in muscle, is thus an essential prerequisite for survival after birth. Thereby, the maturation of skeletal muscle metabolism is indicative of metabolic maturity of piglet at the time of birth [11]. The muscle maturity could be defined by an immediate efficient motor function but also by an effective thermogenesis.

Some transcriptomic studies have already been performed to compare different stages of fetal muscle development in the pig. Cagnazzo et al. [15] compared seven prenatal stages (14, 21, 35, 49, 63, 77, and 91 days of gestation) in two breeds (Duroc and Pietrain) to highlight the differences in muscle development in these two breeds, while Xu et al. [16] compared a prenatal stage (65 days of gestation) with postnatal stages (3, 60 and 120 days after birth) to bring to light the mechanisms underlying muscle growth in Meishan pigs. To our knowledge, no transcriptomic studies have yet been carried out on the last phases of fetal development in connection with maturity. Here, we performed microarray analysis to describe the biological processes underlying muscle piglet maturity and identify candidate genes. The objective was to identify the genes and biological processes that are specifically involved in the differences in muscle development observed between two extreme breeds: Large White and Meishan. The Large White (LW) breed is a highly selected breed with a high rate of mortality at birth, whereas the Chinese Meishan (MS) breed produces piglets with extremely low mortality [12, 17]. The high selection in LW has led to a lower maturity of these piglets at birth [12]. MS and LW sows were inseminated with mixed semen (LW and MS). Hence each litter was composed of purebred fetuses (LW or MS) and crossbred fetuses (LWMS from MS sows and MSLW from LW sows). In the present study, we highlight key genes and biological functions involved in piglet maturity. This analysis will help to improve our knowledge of maturity in the pig.

## Results

### Power of experimental design

Microarray analysis was performed to study the last step of fetal development in the pig. 

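RNA of the longissimus muscle of each fetus was labelled with Cy3 and hybridized alone to a 1-colour porcine oligonucleotide array, so that 1 array stands for 1 fetus. LW and MS are purebred Large White and Meishan fetuses, LWMS fetuses had a MS sow and a LW boar, and MSLW fetuses had a LW sow and a MS boar. There were 8 fetuses of each genotype at day 90, and 9 LW, 7 MS, 8 LWMS and 5 MSLW fetuses at day 110. The authors deposited the scanner's intensity of every spot of each array and a table of normalized log2 values. Per array, the scanner marked between 34347 and 45684 probes as well above background. The median at day 90 was 43551 in LW, 42934.5 in MS, 43377.5 in LWMS and 43003 in MSLW, and at day 110 it was 40947, 40743, 41017 and 42387, respectively. The arrays sat on 8 slides, each with fetuses of 6 to 8 of the 8 groups, so that the slide could be entered as a block. The background-corrected intensity of the scanner was quantile normalized between arrays and log2 transformed. Control spots were left out, and spots marked as non-uniform, 4 to 802 per array, were set to missing. A linear model of the 8 groups was fitted to each probe with limma, whose moderated two-sided tests were adjusted by the Benjamini-Hochberg method at 1%. The sow of each fetus, a random effect in the authors' model, was not used here, so littermates count as separate fetuses. The choices that could move the numbers are the signal column, the normalization, the filter on dim probes, the slide and the sow.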

Muscle samples (Longissimus dorsi) were collected from 61 fetuses in 8 different conditions (four genotypes (LW, MS, LWMS, MSLW) at two gestational ages (90 and 110 days)). 

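Of the 60306 spots that are not controls, a probe was kept where it was well above background on at least 80% of the arrays of at least 1 group. This left 42436 probes, 40448 of them with a value on every array. Of the 42437 kept spots, 42376 are also in the authors' table of normalized log2 values. The median absolute difference between that table and quantile-normalized log2 values was 0.0034 for the scanner's median intensity, 0.034 for its mean intensity and 0.21 for the background-corrected intensity used here. Among the kept probes, 20618 carried a gene symbol, for 10346 unique symbols.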

After normalization, the signal intensity was found to be above background noise for 44,368 spots. Principal component analysis (PCA) was carried out to evaluate microarray quality and observe fetus dispersion (Figure 1). Principal component (PC) 1 (56% of the total dispersion) segregated fetuses according to gestational age (day 90 and day 110) while PC 2 (7%) separated fetuses according to genotype. 

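On the probes with a value on every array, PC 1 held 51.4% of the variance (jackknife standard error over fetuses 1.98) and PC 2 held 7.51% (0.911). Day-90 fetuses scored between -95.0 and -54.7 on PC 1 and day-110 fetuses between 31.0 and 126.7. On PC 2, LW fetuses scored between 28.7 and 56.9, crossbred fetuses between -14.2 and 13.1, and MS fetuses between -54.8 and -29.1. Age accounted for 95.1% of the variance of the PC 1 scores, and genotype for 94.8% of the variance of the PC 2 scores. The share of PC 1 moved most, to 34.0%, with no filter on dim probes. With the authors' deposited log2 values the shares were 55.66% and 6.96%, equal to the percentages printed on the axes of Figure 1.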

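PC 3 held 4.09% of the variance (jackknife standard error 0.349). The 8 groups accounted for 4.75% of the variance of its scores and the 8 slides for 83.4%. At day 90, MSLW fetuses scored 7.26 ± 37.2 (SD, n = 8) and LWMS fetuses -1.22 ± 21.1 (SD, n = 8) on PC 3 (exact two-sided permutation test, p = 0.624, 12870 splits). At day 110 the scores were -1.84 ± 23.6 (n = 5) and -2.32 ± 24.6 (n = 8) (exact two-sided permutation test, p = 0.97, 1287 splits). Between the crosses, the exact two-sided permutation p on PC 1 and PC 2 was 0.522 and 0.399 at day 90, and 0.138 and 0.163 at day 110. These 6 p values are not adjusted. The permutations did not keep fetuses within their slide. On each of the 5 slides with both crosses at day 110, the MSLW fetus had the lower PC 2 score. The scores were -3.77 against -1.56 on slide 1 and -1.30 against 8.17 on slide 4, for example. No test within slides was run, so the p of PC 2 at day 110 does not show that the crosses are alike.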

The two groups of crossbred fetuses were mixed even with PC 3 (4%). The results of this initial descriptive study, performed without preselecting spots, showing a clear separation between gestational ages and purebreds, demonstrate that the experimental design was very powerful.

**Figure 1:**
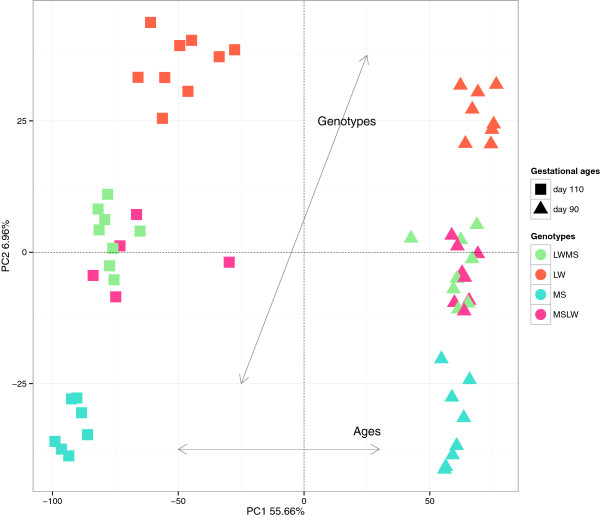
**PCA using all expressed probes.**

### Identification of differentially expressed genes

A mixed linear model was applied to each spot. This model involved two factors, gestational age and fetal genotype (fixed effects) as well as their interaction, and the sow as a random effect. The number of differentially expressed probes (DEP) was high even with a stringent correction for multiple tests (Bonferroni or False Discovery Rate (FDR)). Indeed, a total of 12,326 DEPs (corresponding to 5,634 unique annotated genes) were identified with a significance threshold of 1% with Bonferroni correction. This large number could be explained by a large effect of fetal gestational age and the high power of the experimental design.

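The moderated F test of the 8 groups with Bonferroni correction at 1% found 19062 of the kept probes (44.9%) to be differentially expressed (DEPs), with 5740 unique symbols. The count moved most, to 15997, when only probes well above background on all arrays were tested, which leaves fewer probes. Averaged over the genotypes, 4584 of the DEPs changed by less than 0.5 on the log2 scale between the ages. Tested within a genotype, age changed 19226 probes in LW (9257 higher at day 110), 24039 in MS (12136 higher), 21588 in LWMS and 18929 in MSLW. MS and LW differed in 5447 probes at day 90, of which 2643 were higher in MS, and in 12287 probes at day 110, of which 5832 were higher in MS. The count at day 110 ranged from 10293 to 13522 over the alternatives. When arrays were scaled to their 75th percentile in place of quantile normalization, the median age change of all probes in MS moved from 0.03 to 0.13, so that falls of that size depend on the normalization. Under this scaling 7195 probes were higher and 5447 lower in MS than in LW at day 110. The majority direction at day 110 therefore depends on the normalization, while at day 90 most probes stayed lower in MS (2198 higher and 2784 lower).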

The list of 12,326 DEPs was then partitioned into 4 sub-models using the Bayesian Information Criterion (BIC). 

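The Bayesian information criterion (BIC) chose sub-model 2 (age + genotype) for 6621 DEPs (34.7%, Wilson 95% interval 34.1 to 35.4) and sub-model 3 (age) for 9099 (47.7%, 47.0 to 48.4). They carried 2296 and 3060 unique symbols, with a median absolute age change of 0.77 and 0.79 on the log2 scale. The share of sub-model 3 moved most, to 20.2%, with the Akaike information criterion, which penalizes additional terms less. The Wilson intervals of all sub-model shares count probes as independent, although all come from the same fetuses. They do not measure the spread of a share over fetuses or over processing.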

Sub-model 2 (additive model for age and genotype effects) including 41% of the DEPs accounted for the largest proportion of DEPs, followed by sub-model 3 (age effect only) with 40% of the DEPs. Sub-model 4, which included the genotype effect only, contained only 3% of the DEPs. 

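Sub-model 4 was chosen for 297 DEPs (1.56%, Wilson 95% interval 1.39 to 1.74) with 85 unique symbols, whose median absolute age change was 0.08 on the log2 scale. The Akaike criterion moved this share to 0.824%.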

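Sub-model 1, with the interaction, was chosen for 3045 DEPs (16.0%, Wilson 95% interval 15.5 to 16.5) with 1444 unique symbols. Their median absolute age change over the genotypes was 0.93 on the log2 scale. The share rose to 24.7% with the slide as a block and moved most, to 45.8%, with the Akaike criterion. Sub-model 1 covers any difference in age change among the 4 genotypes and does not name the genotypes that differ.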

Sub-model 1 contained 2,000 DEPs (16%) (Additional file 1) and was particularly interesting because it combined the two factors of interest (gestational age and fetal genotype) and their interaction. This suggests that the last phase of the developmental process between 90 and 110 days of gestation is different across genotypes. It was therefore deemed that further analysis of this probe list would help to identify the biological processes involved in maturity.

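Tested directly, the age change differed between MS and LW in 2528 probes with 1193 unique symbols (limma, adjusted p under 1%). The change was more positive in MS for 1085 of them and more negative in MS for 1443, that is, 42.9% to the positive side. The count moved most, to 3727, with the slide as a block. Scaling to the 75th percentile turned the split to 63.7% on the positive side (2013 and 1149 probes), so the balance of directions depends on the normalization.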

### Ontological and functional biological analysis of differentially expressed genes

#### Biological processes enriched during the maturation process

Gene Ontology (GO) is a standard system of classification of gene product attributes in terms of their associated biological processes, cellular components and molecular functions. Sub-model 1 identified 2,000 DEPs corresponding to 1,120 unique annotated genes. 

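Of the 2000 probes in the list, 1996 were tested here and 1972 were DEPs. The BIC chose sub-model 1 for 1670 of them, sub-model 2 for 222, sub-model 3 for 73 and sub-model 4 for 7. The age change had the listed sign for 1986 probes, with a median absolute difference from the listed log2 value of 0.067. Across the listed probes, which are not independent replicates, listed and own values correlated at r = 0.975. The study chose the list on these same fetuses, so it is not independent evidence. The age change differed between MS and LW for 1255 of the listed probes (adjusted p under 1%).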

GO functional enrichment analysis was performed on two lists of genes from sub-model 1 using an absolute log2-fold change  (corresponding to an absolute fold change 1.4) between fetal gestational ages averaged over all genotypes. The first list contained 394 unique up-regulated genes at gestational day 110, and the second list contained 441 unique up-regulated genes at day 90 (Additional file 1). 

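Among the sub-model 1 probes of the fit without the sow, 486 unique genes had a log2 change above 0.5 toward day 110 and 654 toward day 90. With the slide as a block the first count rose to 730. At a log2 change above 1 the counts were 247 and 423.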

The top significant GO annotations indicated that the enriched biological processes at 90 days of gestation were related to muscle development (Figure 2A). Cell adhesion or signal transduction as biological processes, extracellular matrix as cellular component and extracellular matrix structural constituent as molecular function were enriched at 90 days of gestation (Figure 2A). 

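The enrichment test itself was not repeated. The genes that the study lists under each term were chosen on these samples and are not independent evidence. All 43 cell adhesion genes were higher at day 90, with a median log2 age change of -1.15 over the genotypes, -0.96 in LW and -1.52 in MS. For the 23 extracellular matrix genes the median was -1.70 (-1.31 in LW and -2.19 in MS), and for the 13 extracellular matrix structural constituents -1.25 (-0.89 in LW and -1.65 in MS). The 37 signal transduction genes had a median of -0.92, with -0.63 in LW and -1.21 in MS. The 6 muscle organ development genes had a median of -1.63, with -0.85 in LW and -2.30 in MS.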

At 110 days of gestation, the top significant enriched biological processes and molecular functions were generally involved in energy metabolism, e.g. gluconeogenesis, glucose metabolic process, cellular lipid metabolic process or oxidoreductase activity (Figure 2B). 

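Every listed gene of these terms was higher at day 110. The median log2 age change over the genotypes was 1.59 for 8 gluconeogenesis genes (1.43 in LW and 1.68 in MS, 5 genes with the larger change in MS) and 1.12 for 10 glucose metabolic process genes (0.79 and 1.77, all 10). It was 1.56 for 11 cellular lipid metabolic process genes (1.58 and 1.75, 7 genes) and 1.34 for 26 oxidoreductase activity genes (1.06 and 1.54, 24 genes).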

Enriched cellular components were linked, inter alia, to mitochondrion (Figure 2B). 

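The paper counts 87 genes under mitochondrion, of which the copy of the list used here holds the first 66. All 66 were tested and higher at day 110, and the rest were not examined.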

All enriched GO terms (125 GO terms at 90 days of gestation and 75 GO terms at 110 days of gestation) are presented in Additional files 2 and 3 (with unadjusted and adjusted p-values, descriptions and genes).

**Figure 2:**
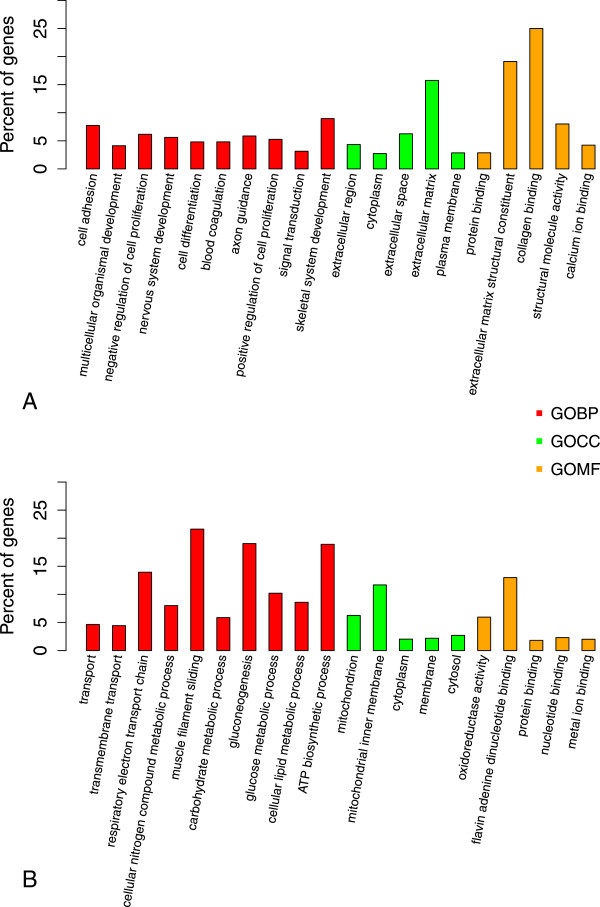
**GO analysis of annotated differentially expressed genes with a significant interaction between age and genotype.** Bar charts of the three categories of enriched GO at fetal gestational age 90 **(A)** or age 110 **(B)**: (i) the 10 first Biological Process in red, (ii) the 5 first Cellular Component in green and (iii) the 5 first Molecular Function in orange. The y axis shows the percentage of enriched genes in each category.

#### Differences of gene expression between gestational ages for each extreme fetal genotype (LW and MS)

The aim of this part of the study was to highlight the differences of maturation process observed between purebreds (LW and MS) and more particularly to identify genes that may explain the impaired maturity of LW piglets at birth. As above, GO functional enrichment analysis was performed on the lists of genes from sub-model 1 using an absolute log2-fold change  between fetal gestational ages separately for fetuses of each breed (LW and MS). These genes were differentially expressed between the both gestational ages but not necessarily for every genotype. Interestingly, more up-regulated genes were identified in MS than in LW for several enriched biological processes, e.g various metabolic processes at 110 days of gestation or muscle development at 90 days of gestation (Table 1, Additional file 4). 

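Counted on the study's own list, 475 genes had a log2 change above 0.5 toward day 110 in MS and 346 in LW. Of these, 304 passed in both breeds, 171 in MS only and 42 in LW only. Over the alternatives the last of these counts ranged from 145 to 222 and from 29 to 47. Toward day 90, 499 genes passed in MS and 379 in LW, 338 in both, 161 in MS only and 41 in LW only. Among listed probes that rise with age, 770 of 941 rose more in MS, and among those that fall, 897 of 1055 fell more in MS. In Additional file 4, all 11 terms of day 90 and all 12 of day 110 had more genes past 0.5 in MS, such as cell adhesion with 47 in MS and 33 in LW of 48 genes. For Table 1, a gene was counted as past 0.5 in a breed when any of its listed probes was. By this count, 15 of its 18 genes for MS at day 90 passed in MS only. The other 3, IGF2, KDR and GDF11, passed in both breeds, though the main of 9 listed IGF2 probes changed by -0.06 in LW and -0.48 in MS. On the main probes the MS and LW age changes differed for 12 of the 18 (adjusted p under 1%). GDF11 was not well above background on any of the 7 MS arrays of day 110, so the size of its fall in MS is not measured. CCBE1 was well above background on 0 of 8 LW arrays at day 90 and on 1 of 9 at day 110, so it has no measured age change in LW. Of the 2 genes listed for LW at day 90, CECR1 passed in LW only. SH2B3 passed in both by 1 of its 2 listed probes, while its main probe rose toward day 110, by 0.42 in LW and 1.22 in MS. Of the 8 genes listed for MS at day 110, 7 passed in MS only, GPD1 by another than its main probe, which changed by 0.35 in MS. The 1 listed probe of OXCT1 reached 0.42 in MS. FRZB fell by 1.35 in MS and rose by 0.21 in LW (adjusted p of the difference 2.15e-06).

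**Figure D1:**
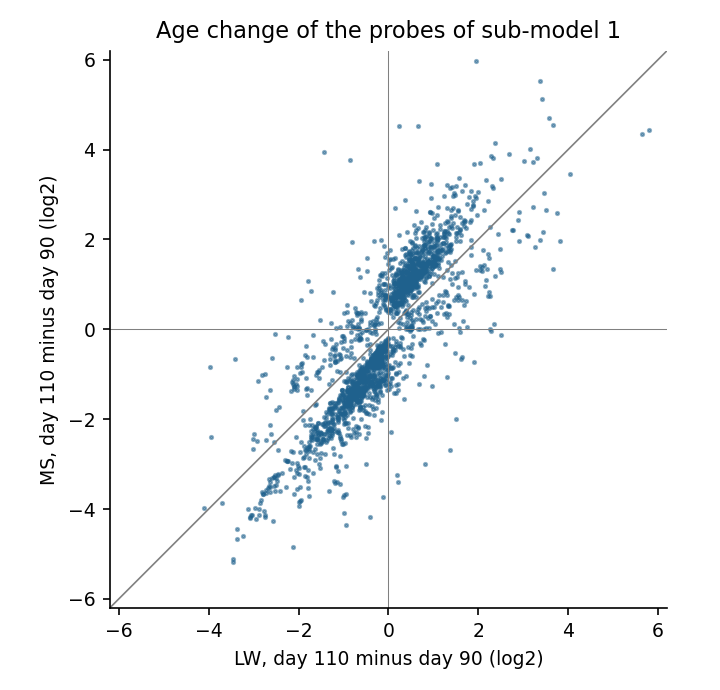
Age change (day 110 minus day 90, log2) of the listed probes in LW (x axis) and MS (y axis), 1 point per probe, with the line of equal change. Of the rising probes 770 lie above the line, and of the falling probes 897 lie below it.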

Another example was the glycolysis and gluconeogenesis KEGG pathway (Figure 3). 

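PGK1 went from 15.05 ± 0.08 (SD, n = 8) at day 90 to 15.19 ± 0.39 (n = 9) at day 110 in LW, and from 14.81 ± 0.07 (n = 8) to 15.56 ± 0.13 (n = 7) in MS. The log2 age change was 0.14 in LW (SE 0.09, adjusted p = 0.184) and 0.75 in MS (SE 0.10, adjusted p = 1.55e-09). The difference between the breeds was 0.60 (SE 0.13, adjusted p = 0.00145), and with LW and MS fetuses fitted alone its adjusted p was 0.0114. The 6 other PGK1 probes changed by 0.10 to 0.46 in LW, 1 of them past the threshold, and by 0.61 to 1.37 in MS, all 6 past it. PCK2 fell from 8.00 ± 0.17 (n = 8) to 7.20 ± 0.46 (n = 9) in LW and rose from 7.64 ± 0.30 (n = 8) to 9.58 ± 1.16 (n = 7) in MS. The age change was -0.80 in LW (SE 0.27, adjusted p = 0.0106) and 1.95 in MS (SE 0.29, adjusted p = 4.49e-08), and the change in MS exceeded that in LW by 2.75 (SE 0.40, adjusted p = 2.75e-06). The MS fetuses of day 110 ranged from 7.73 to 11.09. LDHA went from 14.72 ± 0.13 to 14.50 ± 0.62 in LW and from 14.84 ± 0.17 to 15.61 ± 0.30 in MS. The changes were -0.22 in LW (SE 0.16, adjusted p = 0.249) and 0.77 in MS (SE 0.17, adjusted p = 8.91e-05), differing by 1.00 (SE 0.24, adjusted p = 0.00281). Under scaling to the 75th percentile PGK1 also passed the threshold in LW, with 0.51 (adjusted p = 0.000199).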

Among seven enriched genes in this KEGG pathway, *PGK1* (Phosphoglycerate Kinase 1), *PCK2* (Phosphoenolpyruvate Carboxykinase 2, mitochondrial also known as *PEPCK*) or *LDHA* (Lactate dehydrogenase A) were only up-regulated in MS at day 110 (see box-plots on Figure 3). These genes may illustrate the differences in the muscle maturation process between purebred MS and LW piglets.

**Table 1:** **Table of six enriched GOBP at day 90 or 110 in the two extreme breeds**

Day	Items	GOBP Terms	Genes
90	GO:0007275	Multicellular organismal development	*TCF12* *MGP* *KLF3* *FRZB* *DIAPH2* *IGF2* *SEMA4D* *GPSM1* *MESP1* *CCBE1* *VEGFC* *CREM* *RYBP* *JAG1* *KDR* *CSPG4* **CECR1**
	GO:0030154	Cell differentiation	*TCF12* *MGP* *FRZB* *DIAPH2* *SEMA4D* *GPSM1* *VEGFC* *CREM* *CSPG4* **SH2B3**
	GO:0001501	Skeletal system development	*FRZB* *IGF2* *GDF11* *IGF1*
110	GO:0006094	Gluconeogenesis	*PCK2* *GPD1* *PGK1*
	GO:0006006	Glucose metabolic process	*PCK2* *UPG2* *PGK1* *PYGL* *SORD*
	GO:0044255	Cellular lipid metabolic process	*GPD1* *OXCT1* *SLC25A20*

In italic, genes are up-regulated in MS only, and in bold, genes are up-regulated in LW only. Genes up-regulated in MS and LW are not represented. The complete list of genes up-regulated in MS and/or LW is given in Additional file 4.

**Figure 3:**
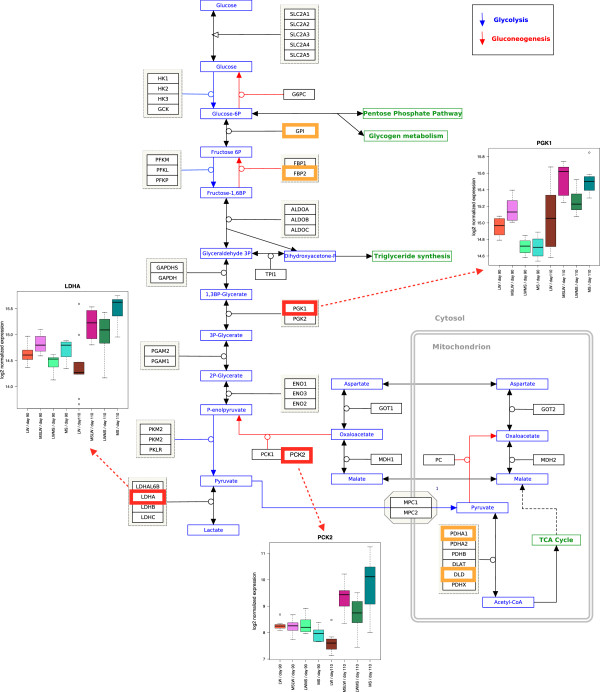
**Example of difference between LW and MS at fetal gestational age 110: pathway of Gluconeogenesis.** This figure represents the metabolic pathway of glycolysis and gluconeogenesis. Genes circled in orange (*GPI*, *GBP2*, *PDHA1*, *DLD*) are up-regulated at day 110 in KEGG pathway gluconeogenesis in both extreme breeds. Genes circled in red (*PGK1*, *PCK2*, *LDHA*) are up-regulated at day 110 in KEGG pathway gluconeogenesis in MS only. Box-plots of *PCK2*, *PGK1* and *LDHA* are added and allow to observe up-regulated genes at day 110 in MS only. The gene expression were log2 transformed. The red-circled genes illustrate the difference of maturity between MS and LW.

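In LW and MS, the log2 age change was 0.76 (adjusted p = 1.52e-09) and 1.34 (4.28e-17) for GPI, 1.83 (2.92e-20) and 2.44 (1.42e-24) for PDHA1, and 1.51 (5.67e-19) and 1.95 (1.02e-22) for DLD. The rise of GPI was larger in MS by 0.58 (adjusted p = 0.00387), while for PDHA1 and DLD the breeds differed by 0.60 (adjusted p = 0.0124) and 0.44 (adjusted p = 0.0398). GBP2, the symbol in the legend, changed by -0.43 in LW (adjusted p = 0.00123) and -0.53 in MS (adjusted p = 0.000161), that is, toward day 90 in both breeds. FBP2, a gluconeogenesis gene with a similar symbol, rose by 1.31 in both breeds (adjusted p = 1.9e-06 in LW and 4.33e-06 in MS).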

#### Differences between extreme fetal genotypes (LW and MS) with a relevance network approach

In contrast with bibliometric networks (e.g. with Ingenuity), a relevance network approach can use the transcriptomic information of both annotated and unannotated genes. Influencial genes can be found by looking at degrees and betweeness centrality. The degree is the number of edges a gene, as a node, has to other genes. A gene with the highest degree is usually considered as a hub. Betweenness centrality quantifies the number of times a gene acts as a bridge along the shortest path between two other genes. A relevance network between the 1,516 unique genes (annotated or not) from sub-model 1 was built on Pearson correlation *r* using a threshold of |*r*|>0.98. It should be noted that with a lower threshold the resulting graph was too large and too highly connected to be interpreted (Additional file 5). The largest connected component obtained was composed of 96 nodes and 381 edges (Figure 4, Additional file 6). 

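Among the 96 probes of Additional file 6, 396 pairs had an absolute correlation above 0.98 over all fetuses, and 86 probes with 394 edges formed the largest component. At a threshold of 0.95 there were 3830 pairs. These correlations span 2 ages that lie apart, so they are not tested as if the 61 fetuses were 1 population. Within day 90 and within day 110, 0 pairs passed 0.98. The median absolute correlation of the 396 pairs was 0.46 among day-90 fetuses, 0.865 among day-110 fetuses and 0.633 within the 8 groups.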

*NUSAP1* (Nucleolar and spindle associated protein 1) was the gene with the highest degree, while *CDK6* (Cyclin-dependent kinase 6) was the gene with the highest betweenness centrality (Additional file 6). 

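NUSAP1 had degree 30 here, the highest of the 96 probes, and ranked second only under normexp background correction, after KIFC1 with 32. CDK6 had degree 4 and a betweenness of 109, rank 19. The highest betweenness was that of FSTL1, at 724. With the authors' deposited log2 values the highest was that of DCI, at 1057.74.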

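The same fast-greedy algorithm split the largest component of the recomputed graph into 4 communities with a modularity of 0.376. It held 3 components of more than 1 probe, and 6 probes had no edge. The values by community that follow use the assignment in Additional file 6.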

By maximizing the modularity criterion, four communities were identified in this graph (Figure 4). According to functional enrichment analysis, each community was related to a particular biological function: (*i*) community 1 was involved in cell division and nucleus, (*ii*) community 2 in cell adhesion and extracellular matrix, (*iii*) community 3 in collagen, while (*iv*) community 4 was involved in regulation of the fatty acid metabolism and oxidation-reduction process. Detailed results (unadjusted and adjusted p-values, descriptions and genes) of enriched GO analysis are presented in Additional file 7. Genes belonging to communities 1, 2 and 3, e.g. *NUSAP1*, *STMN1* (Stathmin 1) and *COL5A2* (Collagen alpha-2(V) chain), were mainly up-regulated at day 90, with a higher expression in LW than in MS at day 110 (Figure 5). 

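In communities 1, 2 and 3, 33 of 33, 22 of 30 and 13 of 13 probes were higher at day 90, and the same numbers were higher in LW than in MS at day 110. Between MS and LW at day 110, 32, 30 and 13 probes were past the threshold. The median log2 difference, MS minus LW, was -0.87, -0.90 and -0.94 at day 110, and -0.02, -0.15 and 0.01 at day 90. NUSAP1 fell from 10.85 ± 0.18 (SD, n = 8) to 8.34 ± 0.30 (n = 9) in LW and from 10.83 ± 0.12 (n = 8) to 7.24 ± 0.43 (n = 7) in MS. MS minus LW was -0.02 (adjusted p = 0.958) at day 90 and -1.09 (SE 0.15, adjusted p = 3.2e-08) at day 110, and the age change differed by -1.07 (adjusted p = 0.000332). STMN1 changed by -2.63 in LW and -3.39 in MS, differing by -0.76 (adjusted p = 0.00159), and MS minus LW was -0.90 (adjusted p = 2.39e-08) at day 110. COL5A2 changed by -1.31 in LW and -1.82 in MS, differing by -0.50 (adjusted p = 0.00954), and MS minus LW was -0.78 (adjusted p = 3.73e-09) at day 110. The probes were chosen by the study on these fetuses and are not independent evidence.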

On the contrary, the genes of community 4, e.g. *DCI* (or *ECI1*) (Enoyl-CoA Delta Isomerase 1), were mainly up-regulated at day 110 with a higher expression in MS (Figure 5). 

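In community 4, 16 of 20 probes were higher at day 110 and the same number were higher in MS than in LW at day 110, with all 20 past the threshold. The median log2 difference, MS minus LW, was 0.53 at day 110 and 0.08 at day 90. DCI rose from 9.84 ± 0.15 (SD, n = 8) to 12.14 ± 0.53 (n = 9) in LW and from 9.92 ± 0.18 (n = 8) to 13.10 ± 0.25 (n = 7) in MS. The age change was 2.30 in LW and 3.18 in MS, differing by 0.89 (SE 0.22, adjusted p = 0.0047). At day 110 MS exceeded LW by 0.97 (adjusted p = 1.45e-06).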

The expression profiles of the relevance network highlighted a delay of gene expression in LW fetuses at 110 days of gestation.

**Figure 4:**
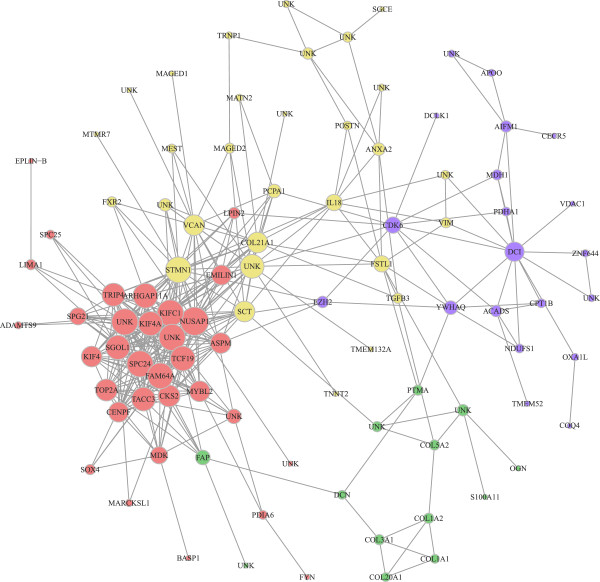
**Largest connected component of the relevance network.** Each node in the graph represents a gene and each edge corresponds to a Pearson correlation between two genes above the defined threshold (|*r*|>0.98). The size of each node is proportional to its degree. The graph included 96 nodes and 381 edges. Modularity was maximized to find communities in the graph. Four communities were found and labelled with color (red for community 1, yellow for community 2, green for community 3 and blue for community 4). The percentages represent the number of genes in each community. For each community, we studied biological processes with GO functional enrichment analysis. Communities 1, 2 and 3 were mainly involved in muscle development, such as cell division, cell adhesion and collagen. Community 4 was mainly involved in metabolism like the fatty acid one. All enriched GO Terms are detailed in the. UNK stands for 'unknown’.

**Figure 5:**
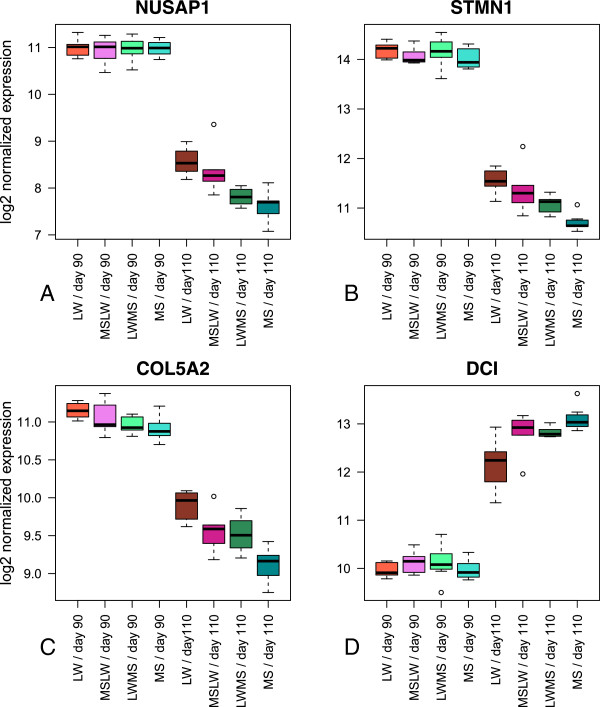
**Box-plot representation of gene expression with high degree in each community.** The gene expression were log2 transformed. **(A)** *NUSAP1* in community 1. **(B)** *STMN1* in community 2. **(C)** *COL5A2* in community 3. **(D)** *DCI* in community 4.

From a methodological point of view, it should be noted that a bias could have been introduced by the choice of the Pearson correlation to represent the relationships between genes [18]. Partial correlation, which discriminates between direct and indirect relationships, may have led to more relevant measurements of the direct dependence between variables [18, 19]. However, in our study, the genes of interest were too numerous (1,516 unique genes) and too highly correlated to compute partial correlations correctly.

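A score of age was built without the purebred fetuses. It is the mean log2 value of 3040 probes that rise with age less that of 4171 probes that fall, both lists taken from the LWMS and MSLW fetuses (adjusted p under 1%, log2 change above 1). At day 110 the score was 2.02 ± 0.308 (SD, n = 9, 1.48 to 2.41) in LW and 2.98 ± 0.117 (SD, n = 7, 2.82 to 3.14) in MS. Every LW fetus scored below every MS fetus, a difference of -0.96 (exact two-sided permutation test, p = 8.74e-05, the smallest possible of 11440 splits). At day 90 the score was -0.82 ± 0.125 (n = 8) in LW and -0.58 ± 0.098 (n = 8) in MS, a difference of -0.24 (exact two-sided permutation test, p = 0.00171). The difference at day 110 exceeded that at day 90 by -0.72 (two-sided permutation test, p = 0.00942). From day 90 to day 110 the mean score rose by 2.84 in LW and 3.56 in MS. The rise in LW was 79.8% of that in MS. With no fold threshold for the lists, both differences moved most, to -0.56 at day 110 and -0.10 at day 90 (exact two-sided permutation test at day 90, p = 0.0113). From genes that fall with age and stay higher in LW at day 110, and genes that rise and stay lower in LW, the paper concludes that these changes are delayed in LW. The paper regards this delay as compatible with its initial assumption, a lower maturity of LW piglets at birth. It proposes the delay as a possible explanation of that lower maturity. The score orders fetuses of 2 sampled days and cannot say whether LW reach the MS level later or not at all.

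**Figure D2:**
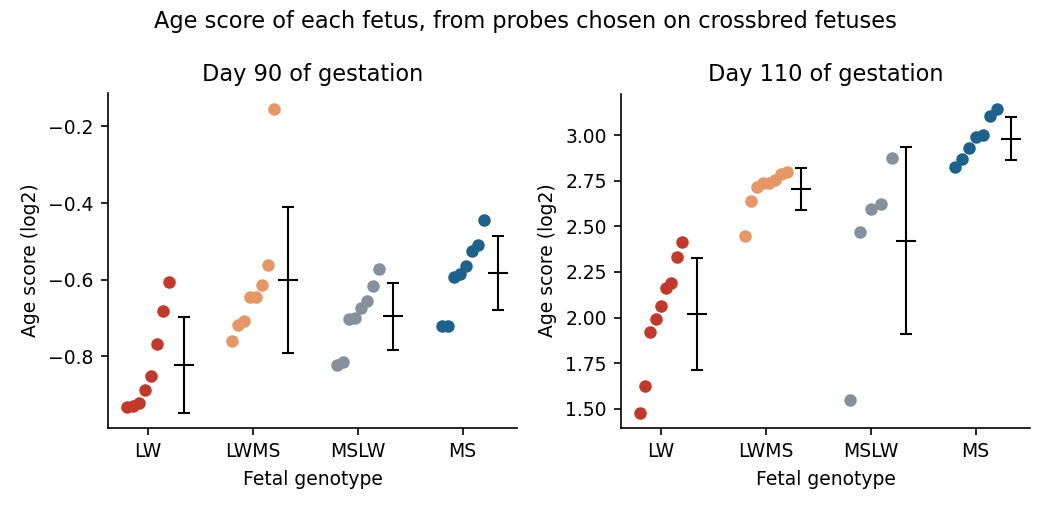
Age score (mean log2 of rising less falling probes) at day 90 and day 110 in the 4 genotypes, 1 point per fetus, ordered by value within each group, with mean ± SD. At day 110 the highest LW fetus, 2.41, lies below the lowest MS fetus, 2.82.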

Taken together, the up- or down-regulation of the genes involved in these four communities was delayed at 110 days of gestation in LW fetuses compared with MS fetuses. These results are consistent with a lower maturity (and a higher mortality) of LW piglets at birth compared to MS piglets Results section and Additional file 7.

### Influence of the paternal or maternal genome on gene expression

This experiment used a reciprocal design to independently evaluate the effect of each parental genome on the maturation process (MS and LW). In other words, if both genomes contributed to the same extent, as expected in the Mendelian context, gene expression would be identical in the two sets of crossbred fetuses. However, the reality is that some genes are not regulated in the same manner depending on the origin of the allele. 

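MSLW and LWMS differed in 212 probes at day 90 (149 higher in MSLW, 66 unique symbols) and in 389 at day 110 (232 higher in MSLW, 177 symbols) (limma, adjusted p under 1%). Unadjusted, 4050 and 6348 probes had p under 0.05. The count of day 90 moved most with the slide as a block, to 259, and fell to 169 with the crosses fitted alone. The count of day 110 rose to 549 with the slide as a block and fell to 239 without 1 of the 5 MSLW fetuses. The difference between the crosses changed with age for 14 probes (7 symbols), and for 33 with the slide as a block.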

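Of the 212 probes of day 90, 177 also differed between MS and LW, 159 of them in the direction of the breed of the sow and 18 in that of the boar. Of the 389 of day 110 these numbers were 241, 180 and 61. The fetuses, all male according to the paper, have their X chromosome and mitochondria from the sow. Probes of X-linked and mitochondrial genes can therefore follow the sow by descent alone, and their share of these counts was not determined. All 107 probes past the threshold at both ages had the same sign at both. The largest log2 differences toward MSLW at day 90 were those of SERPINA7 (4.79, well above background on 1 of 8 LWMS arrays), ND2 (3.06), MAGEL2 (2.88), ND1 (2.55) and COX1 (2.53). Toward LWMS they were NLGN3 (-2.12, on 7 of 8 MSLW arrays), GPR83 (-1.62), WDR3 (-1.38), MCART6 (-1.32, on 7 of 8 MSLW arrays) and NAP1L2 (-1.17). At day 110 they included MAGEL2 (3.16, on 4 of 8 LWMS arrays), TNN (2.64, on 7 of 8 LWMS arrays) and ND2 (2.64) toward MSLW. Toward LWMS they included CHI3L1 (-2.03, on 7 of 8 LWMS and 1 of 5 MSLW arrays), MYL7 (-1.89) and PHKA1 (-1.76). Each value is that of the gene's probe with the largest difference. Over all 12 ND2, 20 ND1 and 25 COX1 probes, the median difference between fetuses of LW and MS sows was 0.81, 0.20 and -0.03. For these 3 genes the single probe therefore does not stand for the transcript. SLCO4A1 was not well above background on any LWMS array at day 110. In the main analysis it was at least 2.51-fold higher in MSLW, or 1.33 on the log2 scale. Its fitted log2 difference ranged from 0.66 to 2.83 over the alternatives, so this bound depends on the processing. Where a probe was well above background on part of the arrays only, the fitted value includes readings near the background and its size is not well measured. Over the alternatives it ranged from 1.77 to 4.96 for SERPINA7 and from -2.33 to -0.55 for CHI3L1. MYL7 was past the threshold under 9 of 15 alternatives (adjusted p up to 0.0339) and MCART6 under 8 of 14 (up to 0.0401). GPR83, WDR3 and TNN lost it under 2, 1 and 1 alternatives.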

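With the terms of the authors' parental model, fitted in limma without the sow, the age effect depended on the maternal genotype for 1291 probes (623 unique symbols) and on the paternal genotype for 196 (109 symbols), with 55 probes in both (adjusted p under 1%). The interaction was negative, that is, lower with a MS parent, for 798 of the maternal and 138 of the paternal probes. Scaling to the 75th percentile moved the positive share from 38.2% to 51.3% (maternal) and from 29.6% to 46.3% (paternal). The maternal count moved most, to 2144, with the slide as a block. Leaving out 1 MSLW fetus of day 110 at a time gave 871 to 1629 maternal and 148 to 308 paternal probes. Leaving out the same fetus gave the lowest maternal and the highest paternal count.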

Eight hundred and five probes were identified to be impacted by the parental genotype in interaction with gestational age (FDR < 1%). One hundred and six unique annotated genes (164 probes identified) were influenced by the maternal genotype and 366 unique annotated genes (641 probes identified) were influenced by the paternal genotype (Additional files 8 and 9). It should be noted that 19 probes (12% of the 164) influenced by the maternal genome were located on chromosome X versus 19 probes (3% of the 641) influenced by the paternal genome. 

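Of the 164 probes on the study's maternal list (105 unique symbols), 161 were past the threshold for the maternal genotype and 11 for the paternal. Of the 641 on its paternal list (366 symbols), 639 were tested, of which 189 were past the threshold for the paternal genotype and 104 for the maternal. Before adjustment, 633 of these had p under 0.05 for the paternal genotype. The lists were drawn from these fetuses and are not independent evidence. Between the 2 crosses alone, 6 of the maternal probes changed their difference with age (adjusted p under 1%), and 120 had p under 0.05 before adjustment. For the paternal list these numbers were 4 and 199.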

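By the chromosome given in the lists, the X-linked probes make up 11.6% of the maternal and 2.96% of the paternal list. All 19 of the maternal list were past the threshold for the maternal genotype here and 0 for the paternal genotype (limma). Of the 19 of the paternal list, 5 were past it for the paternal and 7 for the maternal genotype. All fetuses were male, according to the paper, so their X chromosome comes from the sow.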

Because only male fetuses were studied, all genes from the X chromosome were of maternal origin. Moreover, 4 probes out of the 164 probes influenced by the maternal genome were located on mitochondrial chromosome.

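The 4 mitochondrial probes of the maternal list, all of ND2, were past the threshold for the maternal genotype, and none for the paternal. At both ages together, fetuses of LW sows exceeded those of MS sows on these probes by a median of 1.14 (1.06 to 1.97) on the log2 scale. The 8 other ND2 probes differed by a median of 0.19, from 0.03 to 2.86, with 3 past the threshold. Over 115 probes of the other mitochondrial genes the median was 0.06, from -0.73 to 2.45, with 69 past it. Of the 4 mitochondrial probes on the paternal list, 0 were past the threshold for the paternal genotype and 3 for the maternal.

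**Figure D3:**
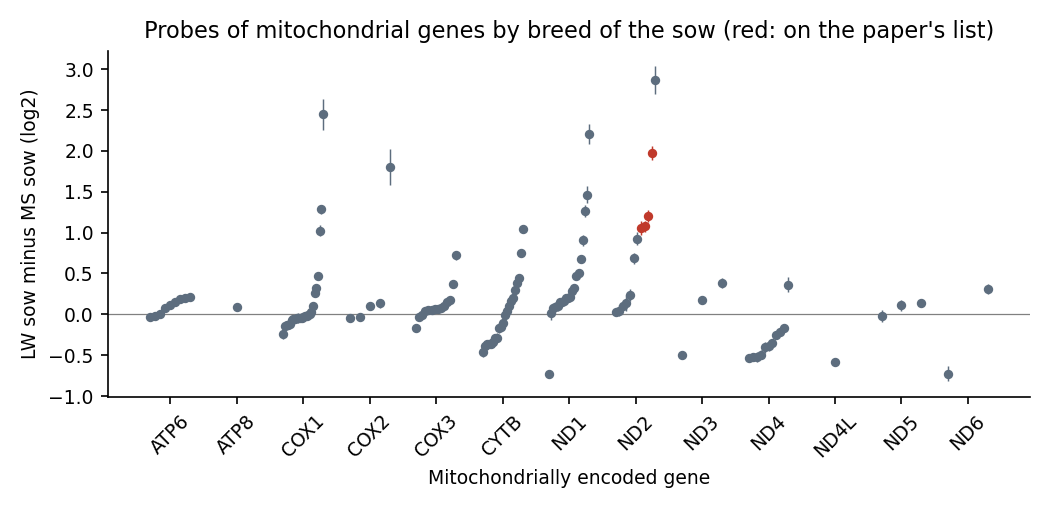
Difference between fetuses of LW and MS sows (log2) for each probe of a mitochondrial gene, 1 point per probe with its SE, probes on the maternal list in red. Probes of 1 gene spread widely, as in ND2, where they run from 0.03 to 2.86.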

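Of the 1432 probes past the threshold for either parental genotype here, 680 are on the study's list of sub-model 1. The maternal and paternal effects had the same sign for 1071 of the 1291 maternal probes and for 182 of the 196 paternal probes.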

Several previously identified genes (of sub-model 1) were also influenced by a parental effect (602 probes). For example, *PCK2* and *LDHA* were impacted by the paternal genome as can be seen in the box-plots (Figure 3). 

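The age change of PCK2 was larger by 1.67 with a MS boar (SE 0.29, adjusted p = 0.000343) and by 1.09 with a MS sow (SE 0.29, adjusted p = 0.0117). The effect of the sow passed 1% under 5 alternatives, with an adjusted p of 0.00634 to 0.00951. The other PCK2 probe gave 1.83 for the boar, past the threshold. For LDHA the age change was larger by 0.45 with a MS boar (SE 0.17, adjusted p = 0.194) and by 0.56 with a MS sow (SE 0.17, adjusted p = 0.0319). Its 2 other probes gave 0.57 and 0.62 for the boar, not past the threshold. At day 110, PCK2 was 8.48 ± 0.67 (SD, n = 8) in LWMS and 9.08 ± 0.76 (n = 5) in MSLW, a difference of 0.61 (adjusted p = 0.372). LDHA was 15.09 ± 0.40 and 15.32 ± 0.37, a difference of 0.23 (adjusted p = 0.649).

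**Figure D4:**
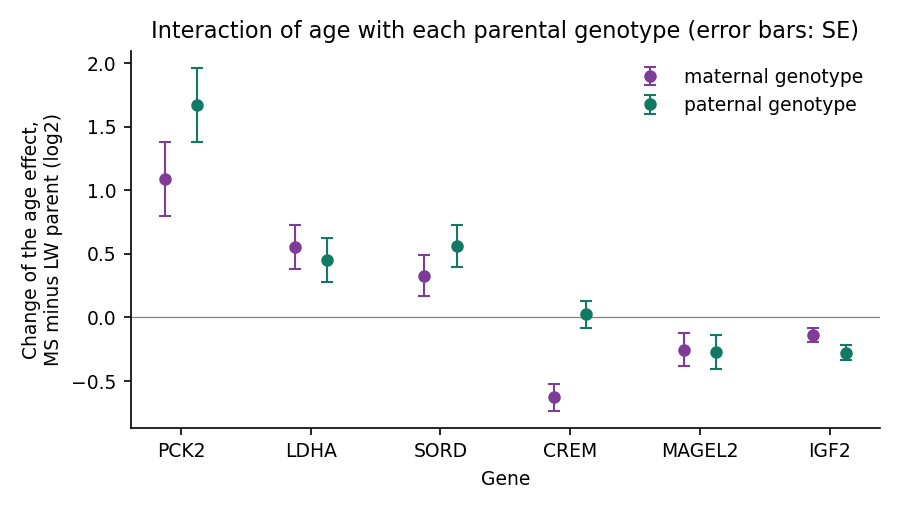
Change of the age effect (log2) with a MS sow and with a MS boar for genes named with the parental genotypes, 1 point per estimate with its SE. PCK2 lies at 1.67 for the boar and CREM at -0.63 for the sow.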

Other identified genes, such as *SORD* (sorbitol dehydrogenase) and *CREM* (cAMP responsive element modulator), showed both a parental effect and a difference between purebred fetuses (Table 1, Figure 6). *CREM* expression was influenced by the maternal genotype, whereas *SORD* expression was influenced by the paternal genotype (Figure 6). These genes illustrate the possible impact of the parental genotype on gene expression, and its effect on maturity.

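The age change of CREM was lower by 0.63 with a MS sow (SE 0.10, adjusted p = 6.63e-05) and differed by 0.02 with a MS boar (adjusted p = 0.951). Its other probe changed by -0.55 for the sow, past the threshold. At day 110, CREM was 11.19 ± 0.16 (SD, n = 5) in MSLW and 10.66 ± 0.17 (n = 8) in LWMS, a difference of 0.53 (adjusted p = 0.00512), and every MSLW fetus lay above every LWMS fetus. Under 6 alternatives the adjusted p of this difference was above 1%, at most 0.0293. The age change of SORD was larger by 0.56 with a MS boar (SE 0.17, adjusted p = 0.0632), and its other probe gave 0.71, past the threshold. With a MS sow it was larger by 0.33 (adjusted p = 0.222). SORD at day 110 was 7.61 ± 0.42 in MSLW and 6.94 ± 0.22 in LWMS, a difference of 0.67 (adjusted p = 0.0172). From genes that respond to the genotype of 1 parent, the paper proposes that parental genotype acts on gene expression late in gestation. The parental model compares fetuses of different sows, and without the sow a litter effect cannot be set apart from a maternal one.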

**Figure 6:**
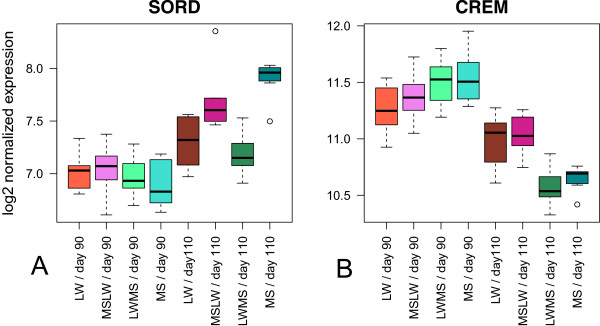
**Box-plot representation of gene expression of** ***SORD*** **and** ***CREM*** **.** The gene expression were log2 transformed. **(A)** *SORD* with an impact of the paternal genotype at day 110. **(B)** *CREM* with an impact of the maternal genotype at day 110.

### Validation of differential expression by quantitative real time PCR

To validate the microarray results, the expression profiles of 10 genes of interest were monitored using qRT-PCR. 

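On the arrays, all 10 genes of Table 2 were past Bonferroni's threshold and in sub-model 1. The age change differed between MS and LW past 1% for 7 of them, and did not for PHKA1 (adjusted p = 0.22), SLC38A4 (0.0181) and SPG7 (0.0112). The largest difference was that of ARG2, 5.38 on the log2 scale (adjusted p = 2.98e-09), and for DLK1 it was -1.90 (adjusted p = 4.29e-05). The PCR values were not analysed here.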

The 10 selected genes showed differential expression for the two fixed effects and their interaction in the microarray (sub-model 1). The similarity between the results obtained with the microarray and qRT-PCR confirmed the accuracy of gene expression measurements (illustrated in Additional file 10). Indeed, the Pearson correlation between the differences in expression measured by qRT-PCR and microarray was greater than 0.70 for all genes, except *IL1RAPL2* and *SPG7* (Table 2). The high variability obtained by qPCR suggests that all genes were not highly correlated, especially in the LW sample at 110 days of gestation. Nevertheless, the correlation obtained confirms our previous results and all the expression profiles are similar.

**Table 2:** **Correlation between qPCR expression with microarray expression for selected genes (n = 43)**

Genes	Pearson’s correlation	P-value
*ARG2*	0.95	<0.001
*PHKA1*	0.86	< 0.001
*SLC38A4*	0.84	<0.001
*DLK1*	0.83	< 0.001
*RASGRP3*	0.81	< 0.001
*GPD1*	0.76	< 0.001
*DUT*	0.74	< 0.001
*GBP1*	0.71	< 0.001
*IL1RAPL2*	0.65	< 0.001
*SPG7*	0.40	0.008

## Discussion

### Important transcriptomic changes between 90 and 110 days of gestation

The statistics chosen here to detect DEPs made no use of a minimum fold change filter. This choice was based on the complexity of the experimental design (8 conditions in a 2 by 4 factorial design) making a fold change calculation difficult. Moreover, no associated values indicate the level of confidence in the designation of genes as differentially expressed or not differentially expressed with such a fold change filter. A fold change filter was applied only at the point of gene function enrichment. The counterpart of this choice may be a potential for over-interpretation of data, by extracting genes with very small changes in expression. With a commonly-used threshold in FDR of 1*%*, as high as 28,833 probes were found DE, corresponding to 65*%* of expressed probes of the microarray. 

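With the Benjamini-Hochberg adjustment at 1%, 30652 probes (72.2% of those kept) were past the F test here. Averaged over the genotypes, 13602 of them changed by less than 0.5 on the log2 scale between the ages. The count moved most, to 24003, with only probes well above background on all arrays, a filter that tests fewer probes.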

We chose instead a conservative cutoff of 1*%* with a Bonferroni correction for multiple testing. A high number of DEPs (12,326 probes corresponding to 28% of the expressed probes) was obtained even with this stringent correction. This high number demonstrates, as does PCA (Figure 1), that the choice of breeds and the two gestational ages were highly relevant in order to study contrasted situations linked to the maturation process. The important impact of genotype was expected in agreement with Hazard et al. [20], where 82% of the differentially expressed genes were impacted by the genotype, comparing LW and MS in another experimental context.

Among these DEPs, 11,952 probes (97%) were influenced by the gestational age of fetus (genes in sub-models 1, 2 and 3). 

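Here, 18765 DEPs (98.4%) were in a sub-model with age.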

PCA of all expressed genes also showed the prime importance of fetal gestational age (see the first axis on Figure 1). This high number of DEPs related to gestational age, about 27% of the probes in the microarray, could be explained by a switch of gene expression between 90 days and 110 days of gestation. Muscle development is described to end around 90 days of gestation [21], and gives way to the maturation process in order for the organs and tissues to be functional at birth. In other words, for the fetus to be able to adapt to the extra-uterine environment, fetal tissues must have acquired complete functionality at birth.

Using embryo transfers between two breeds (MS and Yorkshire), of the results published by Wilson et al. [22] and Biensen et al. [23, 24] suggested that fetal development is determined by the uterine environment until 90 days of gestation, regardless of the fetal genotype. After 90 days of gestation, the last phase of fetal development is preferentially modulated by the fetal genotype with mechanisms specific to each genotype [23]. Our experiment explored this final step of development in utero. We revealed the importance of the transition between fetal development and metabolism in muscle tissue for survival (i.e. energy storage and function: gluconeogenesis, glycolysis and fatty acid metabolisms).

### Main biological mechanisms of maturity in pigs

To identify the biological processes underlying muscular maturity, functional enrichment analysis was performed on two gene lists from sub-model 1 (model which combined two factors, gestational age and fetal genotype (fixed effects), as well as their interaction, and the sow as random effect). The first list consisted of 441 up-regulated genes at day 90, and the second consisted of 394 up-regulated genes at day 110. These genes were chosen because of their interaction between the gestational age and the fetal genotype. We wanted to observe differences in the muscle maturation process between the both extreme breeds.

Enriched biological functions at 90 days of gestation were involved in muscle development and reflected processes such as cell adhesion, signal transduction or skeletal muscle development (Figure 2A). These results are consistent with the second phase of muscular development known to occur in pigs between 55 and 90 days of gestation [21, 25]. In the pig, ontogenesis of muscle fibers is a biphasic phenomenon [21, 25, 26]. A first generation of myofibers develops between 35 and 55 days of gestation, followed by a second generation between 55 and 90 days of gestation. The second generation develops around each primary myotube using it as a scaffold and determines the number of myofibers [21, 25]. The total number of myofibers is definitively fixed at approximately 90 days of gestation [27]. Moreover, it has been reported that the number of myofibers is lower in MS than LW which may explain the small postnatal muscle growth capacity of MS pigs, in particular of large glycolytic muscle, e.g. longissimus muscle [27].

Among genes of sub-model 1 (Additional file 1, Figure 7A), the embryonic heavy chain isoform of myosin (corresponding to *MYH3* gene) is described to be only expressed between 50 days of gestation and birth [28]. 

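MYH3 fell from 17.89 ± 0.12 (SD, n = 8) at day 90 to 16.58 ± 0.79 (n = 9, 14.89 to 17.24) at day 110 in LW, and from 17.29 ± 0.17 (n = 8) to 13.70 ± 0.47 (n = 7, 13.12 to 14.31) in MS. The log2 age change was -1.32 in LW (adjusted p = 1.94e-07) and -3.59 in MS (adjusted p = 2.71e-21), differing by -2.27 (SE 0.30, adjusted p = 4.47e-07). The crosses lay between the breeds at day 110, with 14.84 ± 0.31 (n = 8) in LWMS and 14.88 ± 0.70 (n = 5) in MSLW.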

In this study, while *MYH3* expression decreased in MS just before birth, its expression in LW stayed at a high level even at 110 days of gestation. It may correspond to the delay of variation of expression mainly observed between LW and MS at 110 days of gestation, suggesting a possible state of immaturity at birth as expected in LW. In another way, a variation of copy number of *MYH3* has been recently identified in cattle, that was positively correlated with its transcript expression and body traits (body height, body weight and body size) [29]. It would be possible to imagine that selection on growth traits impacted polymorphisms in this gene, such as CNV (Copy number variations). In our study, *MYH3* expression is eight fold higher in LW than in MS just before birth. 

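The difference of the means at day 110, LW over MS, was 7.33-fold, or 2.87 on the log2 scale (SE 0.21, adjusted p = 1.63e-16). Over the alternatives the log2 difference ranged from 2.70 to 2.91. At day 90 MS was lower by 0.60 (adjusted p = 0.0355).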

Further studies would be needed to explore the relationship between this possible delay of maturity in LW with the differential proportion of glycolitic myofiber observed between LW and MS (larger proportion in LW [27]). It was observed that comparison between LW and MS may suggest that intensive selection for lean muscle growth induced a shift in muscle metabolism toward a more glycolytic and less oxidative myofiber type [27]. However, it is not clear if a functional link may be proposed to explain an effect of the genetic difference of a higher expression of *MYH3* at birth with the metabolic status in longissimus dorsi muscle. 

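PYGM rose from 12.48 ± 0.10 (SD, n = 8) to 13.83 ± 0.47 (n = 9) in LW and from 12.54 ± 0.19 (n = 8) to 14.82 ± 0.27 (n = 7) in MS. The age change was 1.35 in LW (adjusted p = 8.3e-14) and 2.28 in MS (adjusted p = 7.98e-22), differing by 0.93 (SE 0.19, adjusted p = 0.000418). At day 110 MS exceeded LW by 0.99 (adjusted p = 1.71e-08). The 2 other probes changed by 0.91 and 1.39 in LW and by 2.08 and 2.49 in MS.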

In another way, the expression of *PYGM* gene (glycogen phosphorylase) was up-regulated at 110 days of gestation with a higher expression in MS (Figure 7B) meaning a delayed expression in LW. A higher activity of the glycogen phosphorylase at protein level would illustrate a higher capacity to degrade the glycogen store at birth to produce energy.

**Figure 7:**
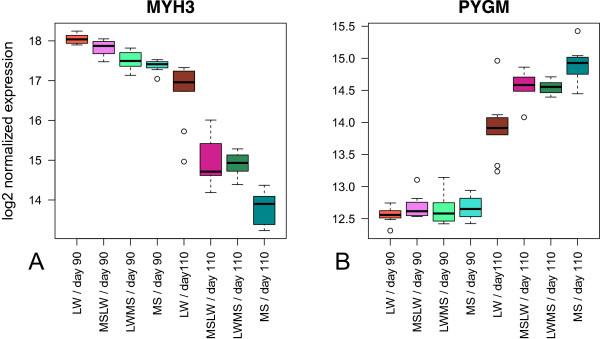
**Box-plot representation of gene expression of (A)** ***MYH3*** **and (B)** ***PYGM*** **.** The gene expression were log2 transformed.

The pattern of muscle development was confirmed by the results of our relevance network in which the genes involved in development were up-regulated at 90 days of gestation. For example, *NUSAP1*, the gene with the highest number of connections to other nodes (or degree) in our network, is a key gene for spindle microtubule organization and has been identified as playing a central role in regulating mitosis depending on its phosphorylation state [30, 31]. The gene with the highest degree of relevance in community 2, *STMN1*, is also involved in the regulation of the microtubule filament system [32]. Moreover, part of the collagen family was present and connected in community 3 (Figure 4). *CDK6* is an important gene for two reasons: it has the highest betweeness centrality, indicative of its prime role in the structure of the network, and it links community 4 (muscle metabolism, with genes up-regulated at 110 days) with the remaining three communities (involved in muscle development, genes up-regulated at 90 days). 

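CDK6 fell from 13.14 ± 0.12 (SD, n = 8) to 11.88 ± 0.18 (n = 9) in LW and from 13.10 ± 0.12 (n = 8) to 11.35 ± 0.16 (n = 7) in MS. Averaged over the genotypes the age change was -1.44 (SE 0.04, adjusted p = 2.6e-37). At day 110 MS was lower than LW by 0.54 (adjusted p = 2.84e-07), and all MS fetuses lay below all LW fetuses.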

Interestingly, *CDK6* is up-regulated at 90 days, unlike genes of community 4. This member of the cyclin-dependent protein kinase family regulates cell cycle progression and is involved in the regulation of skeletal muscle regeneration [33, 34]. Because these genes are down-regulated between 90 and 110 days of gestation, our results are in accordance with the previous hypothesis that muscle development “switches off” at around 90 days.

At 110 days of gestation, the enriched biological functions detected were involved in energy metabolism, especially in gluconeogenesis and cellular lipid processes (Figure 2B). In contrast with intra-uterine life where fetal body temperature depends on the sow, autonomous thermoregulation must occur immediately upon birth for the piglet to survive [11]. Energy reserves, i.e. glycogen and fat, must therefore be maximal in the neonatal period because the piglet cannot oxidize protein efficiently before 5-7 days of life [11]. In pig fetuses, glycogen is stored in skeletal muscle (89% of all glycogen reserves [11]) and liver, because pigs lack brown adipose tissue [8, 35]. The initial role of muscle glycogen, in addition to motor function, is postnatal thermogenesis, especially prior to colostrum intake. Later, if energy intake is insufficient, the piglet draws down on its muscle glycogen reserves [11]. Large amounts of glycogen are therefore stored in muscle before birth (around 114 days of gestation) [11]. The genes of community 4 that were up-regulated at 110 days of gestation were involved in fatty acid metabolism which is also important for forming the body energy reserves required at birth [11]. *DCI*, which was the gene with the highest degree of relevance in this community and the second betweenness centrality in our network, encodes a key mitochondrial enzyme involved in beta-oxidation of unsaturated fatty acids [36].

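DCI had degree 13 among the recomputed edges of the network and the third highest betweenness, 432.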

Globally, the process of muscle maturation was the same in each studied genotype: muscle fiber proliferation is switched off at around day 90, and the enzymes coding genes for glycogen and lipid metabolism are up-regulated at around day 110 to ensure regulation of mechanisms essential for survival at birth. This is also in line with the changes in gene expression that have been reported at the end of gestation.

### Contrasted maturation process between extreme breeds

Even if the overall muscle maturation process is the same for each genotype, some important differences were found between the extreme breeds that affected crucial biological processes (Table 1 and Additional file 4). Genes such as *PGK1*, *PCK2* or *LDHA*, encoding key enzymes involved in gluconeogenesis and glycolysis KEGG pathway, were up-regulated at day 110 in MS only (Figure 3). It should be noted that *PCK2* and *LDHA* were down-regulated at day 110 compared to day 90 in LW (see box-plots on Figure 3). 

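Under 5 alternatives the fall of PCK2 in LW had an adjusted p under 1%, namely 0.00703 with 75th percentile scaling, 0.00877 with only probes well above background on all arrays, 0.00854 with the slide as a block, and 0.00883 and 0.00796 without 1 MSLW fetus each. Its other probe fell by 0.91 in LW, not past the threshold. The change of the main LDHA probe in LW ranged from -0.23 to 0.15 over the alternatives and was past the threshold in none. The 2 other LDHA probes changed by -0.33 and 0.25 in LW.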

Of special interest is *PCK2* that encodes an enzyme that catalyzes the irreversible conversion of oxaloacetate (OAA) to phosphoenolpyruvate (PEP), the rate-limiting step in the metabolic pathway that produces glucose from lactate and other precursors derived from the citric acid cycle [37]. This result may be surprising as gluconeogenesis is more often described to be a liver function than a property of muscle [38].

Body energy reserves, i.e. glycogen and fat, are important predisposing factors involved in the maturation process [8, 9]. The fact that a piglet is unable to produce heat, may be the result of an immature metabolic capacity. A weaker expression of the genes (e.g. *PCK2*, *PGK1* or *LDHA*) involved in these metabolic pathways between the two gestational ages may cause the lower maturity observed in LW, and therefore be responsible for the larger proportion of deaths at birth in this breed. Moreover, muscle glycogen content has been already studied just before birth [9, 10]. The animal’s requirement for energy is maximum in the neonatal period to promote thermoregulation and growth [11]. It strongly suggested that piglets with high value for survival, like MS, have a higher ability to maintain glucose levels during and after farrowing and are better able to maintain body temperature. For a long time, the storage and mobilization of the glycogen in muscle was known to be essential for survival at birth [39].

Genetic selection has been shown to alter genes which may be associated with marked differences in maturity between MS and LW [40]. Canario et al. [12] have already shown that selection for leanness in LW resulted in a lower maturity of piglets at birth, for example, with an effect on the body protein content and liver glycogen stores. Genetic polymorphisms could affect the genes involved in these processes. For example, *PGK1* showed a greater variability of expression in LW suggesting a possible underlying polymorphism in purebred LW fetuses (see box-plot on Figure 3). 

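At day 110 the SD of PGK1 in LW (n = 9) was 3.01 times that in MS (n = 7) (exact two-sided permutation of the values around their group means, p = 0.0177, 11440 splits). The paper chose the gene for its spread, so this p is not that of a gene picked beforehand. Among all kept probes, 62.8% had the larger SD in LW at day 110, with a median SD of 0.278 in LW and 0.236 in MS, and the ratio of PGK1 was above that of 96.6% of probes. The arrays hold no genotypes, so a polymorphism was not tested.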

*PCK2* and *LDHA* showed distinct expression profiles in MS and LW (down-regulated at day 110 compared to day 90 in LW) (see box-plot on Figure 3).

In addition to the genes up-regulated at 110 days of gestation in MS pigs only, the lesser maturity of LW piglets could also be explained by a delay in gene expression at the end of the intra-uterine developmental period. As found with the relevance network approach (Figure 4), most genes in the communities involved in development were down-regulated just before birth, such as *NUSAP1*, *STMN1* or *COL5A2*. These genes had a higher expression in LW than in MS (Figure 5). Most genes of community 4 (metabolic processes), such as *DCI*, were up-regulated at 110 days of gestation and the related genes were mainly expressed at a higher level in MS than in LW. Our relevance network approach is therefore in accordance with the assumption that MS piglets are more mature than LW piglets. Furthermore, the network may also provide information on unannotated genes by guilt-by-association. These results suggest that the genetic selection may affect genes involved in the muscle metabolic capacity confirming the initial assumption that MS newborns are more mature than the LW ones [17] and enables us to suggest candidate genes for piglet maturity.

### Impact of the parental genotypes

We identified a great number of annotated genes (472) that were impacted by one of the two parental genotypes during maturation process: 106 genes were influenced by the maternal genotype and 366 genes by the paternal genotype (Figure 6 and Additional files 8 and 9). The influence of the parental genotype was found for several genes, such as *CREM* and *SORD* (Figure 6), which also showed difference between extreme breeds (Table 1). Some of these genes are known to be related to imprinting in pigs. Many studies of genome scanning for QTL (Quantitative Trait Loci) in pigs revealed that many of them are maternally or paternally imprinted, which significantly affect growth, backfat thickness, carcass composition and reproduction [41]. Among these genes, we identified *IGF2* (Insulin-like growth factor 2) [42] and *MAGEL2* (MAGE-like 2) [43]. 

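The age change of IGF2 was lower by 0.28 with a MS boar (SE 0.06, adjusted p = 0.00313) and lower by 0.14 with a MS sow (adjusted p = 0.107). The boar's effect lost the threshold under 4 alternatives, with -0.06 (adjusted p = 0.761) under scaling to the 75th percentile. Its 8 other probes gave -0.72 to -0.59 for the boar, 7 of them past the threshold. The age change of the main IGF2 probe over the genotypes was -0.27, and 0.24 under scaling to the 75th percentile. Its sign on this probe therefore depends on the normalization, and the other probes are not given under this scaling. For MAGEL2 the age change was lower by 0.27 with a MS boar (SE 0.13, adjusted p = 0.339) and lower by 0.25 with a MS sow (adjusted p = 0.242).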

The selection pressure for enhancing lean meat content was described to be related to increase *IGF2* transcript expression in muscle [44]. The imprinting of the *MAGEL2* gene is highly conserved among species [43]. These results are consistent with the theory explaining parental conflict during gestation [45]. The parental genomes have a direct impact on fetal gene expression (2.8% of expressed genes in our microarray). The genetic component of piglet survival consists of a maternal genetic component (genotype of the mother) and a direct genetic component (genotype of the piglet) [9]. In this context, at the end of gestation, the paternal expression genes are up-regulated to allow the fetus to express its growth potential [23]. It has already been shown that paternally expressed genes are not essential for the initiation of fetal development [46], but their role becomes more critical at the end of gestation.

Moreover, these genes could play a key role in the maturation process. A large number of imprinted genes in humans are known to affect metabolic parameters such as glycogen metabolism [47]. For example, the expression of *MAGEL2*, known to have an effect on metabolic parameters and fetal growth [47], is impacted by the paternal genotype in our study (Additional file 9). This gene was up-regulated at 90 days of gestation and further up-regulated in paternal genotype MS. 

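At day 90, MAGEL2 was 8.90 ± 0.26 (SD) in LW, 10.12 ± 0.18 in MS, 8.63 ± 0.28 in LWMS and 10.18 ± 0.13 in MSLW (n = 8 each). At day 110 it was 7.26 ± 0.37 (n = 9), 7.94 ± 0.21 (n = 7), 6.92 ± 0.25 (n = 8) and 8.47 ± 0.24 (n = 5). The log2 age change over the genotypes was -1.81 (SE 0.07, adjusted p = 9.9e-33). Fetuses with a MS boar exceeded those of the reciprocal cross by 1.55 at day 90 (SE 0.13, adjusted p = 3.94e-14) and by 1.56 at day 110 (SE 0.14, adjusted p = 6.5e-12), with no overlap between the crosses at either age. This difference hardly changed with age, by 0.01 (adjusted p = 0.997).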

The MS paternal genotype therefore represents a strong genetic component for this gene’s expression. Thus, the delay in the maturity of LW piglets may also be explained by differential impacts of the parental imprinting of some genes involved in metabolic processes. However, in our study, the relative involvement of each parental genome was studied only by comparison between the reciprocal crossed fetuses then no affirmation could be done on the imprinting status of the identified genes. Allele specific expression could be investigated in the future.

## Conclusions

Our experimental design was very powerful in order to unravel the biological processes underlying the last phase of muscle development, and identify key muscle differences between LW and MS pigs that could explain lesser maturity of LW piglets at birth. Biological functions and genes involved in maturity have been identified in each breed. This study shows that a considerable transcriptomic change occurs between 90 and 110 days of gestation, and corresponds to a switch between muscle development and muscle metabolism. This study also highlighted genes with differences of expression between extreme breeds LW and MS, such as *PCK2*, *PGK1* and *LDHA*. These genes play roles in the implementation of the muscle metabolic processes necessary for thermoregulation at birth. These processes are also under the conflicting regulation of the two parental genomes with a predominance of the paternal genotype which affects genes such as *MAGEL2* and *IGF2*. These results are a first step in understanding the global system biology of piglet maturity. Some genes described in this report could be candidates to explore the genetic control of maturity. Futher functional and genetical studies may be focused on the LW breed with its increased mortality at birth, and then be continued to identify the genetic mechanisms underlying the differences in maturity.

## Methods

### Ethical statement

All animal use was performed under European Union legislation (directive 86/609/EEC) and French legislation of région Midi-Pyrénées in France (Décret n ∘:2001-464 29/05/01; http://ethique.ipbs.fr/sdv/charteexpeanimale.pdf; accreditation for animal housing number C-35-275-32). The technical and scientific staff obtained individual accreditation (Ref: MP/01/01/01/11) from the ethics committee (région Midi-Pyrénées - France; http://comethmp.ipbs.fr/) to experiment on living animals. All pigs used in this study were males and were obtained by caesarean.

### Experimental design and RNA preparation

To assay for changes in gene expression during piglet maturity, mRNA was isolated from 64 fetal muscle samples (longissimus dorsi) in 8 different conditions: two fetal gestational ages (day 90 and day 110) associated with four fetal genotypes. The four fetal genotypes consisted of two extreme breeds for mortality at birth (LW and MS) and two crosses (MSLW and LWMS). MS and LW sows were inseminated with mixed semen (LW and MS) so that each litter was composed of purebred fetuses (LW or MS) and crossbred fetuses (LWMS from MS sows and MSLW from LW sows). Total RNA was isolated from each of the 64 muscle samples. Briefly, muscle samples were disrupted, homogenized and ground to a fine powder by rapid agitation for 1 min in a liquid-nitrogen cooled grinder with stainless steel beads. An aliquot of 100 mg of the fine powder was then processed for total RNA isolation and purification using Trizol (Invitrogen, France) and the Nucleospin RNA II kit (Macherey-Nagel, France) according to the manufacturer’s instructions. The method included a DNase digestion step to remove contaminating DNA. The extracted total RNA was eluted in 300 *μl* of RNase-free water and stored at -80°C. RNA quality and concentration were verified using an Agilent 2100 bioanalyzer (RNA solutions and RNA 6000 Nano Lab- Chip Kit, Agilent Technologies France, Massy, France).

### Microarray description

The microarray GPL16524 (Agilent technology, 8 × 60K) used in this experiment consisted in 43,603 spots derived from the 44K (V2:026440 design) Agilent porcine specific microarray, 9,532 genes from adipose tissue, 3,776 genes from the immune system and 3,768 genes from skeletal muscle (Liaubet et al. (personal communication), unpublished data).

After quality control and a quantile normalization step as described in [48], the data of fluorescence signal from 61 microarrays containing 44,368 spots were kept for further analysis and log2 transformed. These spots correspond to 34,945 annotated genes, i.e. 16,712 unique annotated genes. It is important to consider that the annotations are constantly being improved due to annotation issues in pig. However, all cited genes were checked. Raw data and information are available in NCBI (GEO accession number GSE56301).

### Statistical analysis

Statistical analyzes were performed with R 3.0.2 software [49]. To analyze jointly differences between breeds and gestational ages, the following mixed linear model was fitted to each probe (R nlme package, lme function [50]):
1

with *i*∈{*d*90,*d*110}, *j*∈{*LW*,*MS*,*LWMS*,*MSLW*}, *k*=1,…18,  independent and identically distributed (iid) and  iid. *S*_*k*_ and *ε*_*ijk*_ are mutually independent. *y*_*ijk*_ is the expression of the probe (gene) being studied, *μ* a general mean of the considered gene expression and *ε*_*ijk*_ is a residual. This model includes two fixed effects and their interaction: *A*_*i*_ is the effect of fetal gestational age *i*, *FG*_*j*_ the effect of fetal genotype *j* and *A*.*FG*_*ij*_ the interaction effect between gestational age *i* and genotype *j*. *S*_*k*_ represents the random sow effect.

To identify differentially expressed probes (DEPs) for gestational age and/or genotype, the mixed linear model (1) was fitted to the microarray data. A F-type test was performed by comparing the complete model (1) and the reduced model *y*_*ijk*_=*μ*+*S*_*k*_+*ε*_*ijk*_. A correction for multiple testing was then implemented using Bonferroni [51] or False Discovery Rate (FDR) [51, 52] using the multtest R package [53].

The list of DEPs was then partitioned into 4 sub-models. Sub-model 1 combined the two fixed effects and their interaction. Sub-model 2 involved the two fixed effects in an additive manner. Sub-model 3 included only the fetal gestational age effect whereas sub-model 4 included only the fetal genotype effect. All models included the random sow effect. In summary:
2

The Bayesian Information Criterion (BIC) was used to associate each DEP with one of these four sub-models.

To analyze the parental impact, the following mixed linear models involving the two parental genotypes were fitted to each probe:
3

with *i*∈{*d*90,*d*110}, *j* and *k*∈{*LW*,*MS*,*LWMS*,*MSLW*}, *l*=1,…18,  independent and identically distributed (iid) and  iid. *S*_*l*_ and *ε*_*ijkl*_ are mutually independent. *y*_*ijkl*_ is the expression of the probe (gene) being studied, *μ* a general mean of the considered gene expression and *ε*_*ijkl*_ is a residual. This model includes two fixed effects and their interaction: *A*_*i*_ is the effect of fetal gestational age *i*. *MG*_*j*_ is the effect of maternal genotype *j* and *A*.*MG*_*ij*_ the interaction effect between gestational age *i* and maternal genotype *j*. *PG*_*k*_ is the effect of paternal genotype *k* and *A*.*PG*_*ik*_ the interaction effect between gestational age *i* and paternal genotype *k*. *MG*.*PG*_*jk*_ is the interaction between parental genotypes.

To identify DEPs, these mixed linear models were fitted to the microarray data. F-type tests were performed by comparing the complete model (3) and two reduced models: one without the interaction between gestational ages and maternal genotype to identify genes influenced by the maternal genotype and the other without the interaction between gestational ages and paternal genotype to identify genes influenced by the paternal genotype. A correction for multiple tests was then implemented using Bonferroni [51] or FDR [51, 52] using the multtest R package [53] as previously.

### Gene Ontology functional enrichment analysis

Functional annotation of genes from sub-model 1 based on Gene Ontology (GO) was provided by GeneCoDis 3.0 software [54]. Enrichment analysis was applied to lists of genes selected for an absolute log2-fold change greater than  between both gestational ages. This threshold of a -log2-fold change was used to obtain two values: up-regulated genes at day 90 or up-regulated genes at day 110. This threshold was applied to ensure that only the genes with a minimal change between gestational ages were retained for the GO functional enrichment analysis. The two lists contained up-regulated genes at 90 days and up-regulated at 110 days respectively. To set the statistical enrichment of a particular biological function, a hypergeometric test was used. Resulting p-values were adjusted for multiple tests using the FDR approach (FDR < 1%).

### Relevance network

A relevance network is a graphical model displaying genes as edges and relationships (correlations here) between genes as vertexes [55]. In our study, a network building pipeline, using the igraph R package [56], was decomposed into three steps. In a first step, a similarity matrix *S* was calculated using the Pearson correlation coefficient between pairs of genes. In a second step, *S* was transformed into a binary adjacency matrix *A* using hard thresholding. This matrix *A* was composed of 0 and 1 depending on whether the correlation coefficient was lower or greater than 0.98 (in absolute value), respectively. The final step consisted in a graph representation of *A*. An edge was present between two nodes (genes) *i* and *j* if the value *a*_*ij*_ in *A* was 1.

To determine communities in the graph, a fast-greedy algorithm was used to optimize the modularity of a partition of the network [57]. The modularity is a measure of the quality of communities in the network: highly connected genes within each community, and lowly connected genes between communities. Finally, GO functional enrichment analysis was performed to determine enriched biological processes in each community. In addition to dividing the network structure into sub-networks, influential genes were highlighted as described in Villa et al. [19] based on other criteria, i.e. degree and betweenness centrality.

### Quantitative real time RT-PCR analysis for gene expression

Gene primers were designed from pig genes taking into account intron-exon organization using Primer3 software (http://frodo.wi.mit.edu/primer3/). Sequences are available in Additional file 11. RNA samples were reverse transcribed from 1 *μg* as previously described in [58]. The resulting cDNA samples were completed to 50 *μl*. The assay for each gene consisted of four replicates per genotype and development stage (from the 61 used in the microarray experiment) and negative controls.

The expression of 10 genes was analyzed using 48.48 Dynamic Array™ IFCs and the BioMark™ HD System from Fluidigm. Two specific target amplifications (STA) were performed on cDNA muscle samples according to the manufacturer’s recommendations. As previously described [59], a 14 cycle STA treated with Exonuclease I was performed, diluted and transferred to the BioMark™ HD for final STA. The efficiency of PCR amplification was determined specifically for each gene, by serially diluting (1, 1:2; 1:2; 1:2) the muscle cDNA pool.

Data was then analyzed using Fluidigm Digital PCR Analysis software with the Linear (Derivative) Baseline Correction Method.

After determination of the threshold cycle (Ct), the Pfaffl method [60] was applied as described in [59] to calculate the relative expression of each gene. *HPRT*, which was not regulated during the maturation process, was used as the reference gene. Pearson’s correlations were calculated between microarray expression and qPCR values.

## Availability of supporting data

Microarray data are MIAME compliant and available in Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) through the accession number GSE56301.

## Electronic supplementary material

Additional file 1: **Complete list of differentially expressed probes of sub-model 1 '.xlsx’ file.** Features of 2000 genes of sub-model 1 (Gene symbol, gene name, probe name, p-value and log2-fold change (d110/d90)). P-value, Bonferroni and FDR were obtained by a F-type test comparing the complete model (1) and the reduced model *y*=*μ*+*S*+*ε*.

Additional file 2: **Complete list of enriched GO (Biological Process (BP), Molecular Function (MF) and Cellular Component (CC)) at day 90 '.xlsx’ file.** The file gives the GO items, the corresponding functions, the classes of ontology, the lists of genes, the numbers of genes in the input lists and the reference lists and p-values (unadjusted and FDR).

Additional file 3: **Complete list of enriched GO (BP, MF and CC) at day 110 '.xlsx’ file.** The file gives the GO items, the corresponding functions, the class of ontology, the list of genes, the number of genes in the input list and the reference list and p-values (unadjusted and FDR).

Additional file 4: **Complete list of the first twelve enriched GOBP at day 90 or at day 110 in LW or MS '.xlsx’ file.** The first twelve enriched GOBP in LW and MS at day 90 and day 110 (Items, functions, gene lists and p-value (unadjusted and FDR)). In red, genes are up-regulated in MS only and in blue, genes are up-regulated in LW only. In black, genes are up-regulated in LW and MS.

Additional file 5: **Frequency distribution of Pearson’s correlation network '.pdf’ file.** Frequency distribution of Pearson’s correlation between the entire set of 1516 genes (annotated or not) used to build our network.

Additional file 6: **Features of genes in the relevance network '.xlsx’ file.** Gene names, probe name, degree, betweenness centrality and community of genes in the relevance network.

Additional file 7: **Complete list of enriched GO (BP, MF and CC) in the four communities of the relevance network '.xlsx’ file.** The file gives the GO items, the corresponding functions, the classes of ontology, the lists of genes, the numbers of genes in the input lists and the reference lists and p-values (unadjusted or FDR).

Additional file 8: **Complete list of differentially expressed probes impacted by maternal genome '.xlsx’ file.** Features of 164 DEPs using model (3) (Gene symbol, gene name, probe name, p-value and *Sus scrofa* chromosome localization). P-value, Bonferroni and FDR were obtained by a F-type test comparing the complete model (3) and the reduced model without interaction between gestational age and maternal genotype.

Additional file 9: **Complete list of differentially expressed probes impacted by paternal genome '.xlsx’ file.** Features of 641 DEPs using model (3) (Gene symbol, gene name, probe name, p-value and *Sus scrofa* chromosome localization). P-value, Bonferroni and FDR were obtained by a F-type test comparing the complete model (3) and the reduced model without interaction between gestational age and paternal genotype.

Additional file 10: **Box-plot representation of the 10 tested genes in qPCR compared to their microarray expression '.pdf’ file.** **(A)** *ARG2*. **(B)** *PHKA1*. **(C)** *SLC38A4*. **(D)** *DLK1*. **(E)** *RASGRP3*. **(F)** *GPD1*. **(G)** *DUT*. **(H)** *GBP1*. **(I)** *IL1RAPL2*. **(J)** *SPG7*. All box-plots are normalized in log2.

Additional file 11: **Features of genes tested by real time RT-PCR '.xlsx’ file.** Gene names, description and primer (up and down) of the 10 genes tested by real time RT-PCR.

## Abbreviations

BH: Benjamini-Hochberg
BIC: Bayesian information criterion
BP: Biological process
CC: Cellular component
CDK6: Cyclin-dependent kinase 6
CNV: Copy number variations
COL5A2: Collagen alpha-2(V) chain
CREM: cAMP responsive element modulator
DCI or ECI1: Enoyl-CoA delta Isomerase 1
DEP: Differentially expressed probes
FDR: False discovery rate
iid: independent and identically distributed
GO: Gene ontology
IGF2: Insulin-like growth factor 2
LDHA: Lactate dehydrogenase A
LW: Large white
MAGEL2: MAGE-like 2
MF: Molecular function
MS: Meishan
MYH3: Embryonic myosin heavy chain
NUSAP1: Nucleolar and spindle associated protein 1
OAA: Oxaloacetate
PCA: Principal component analysis
PC: Principal component
PGK1: Phosphoglycerate kinase 2
PCK2 or PEPCK: Phosphoenolpyruvate carboxykinase 2
PEP: Phosphoenolpyvruate
PYGM: Glycogen phosphorylase
qRT-PCR: Quantitative real time polymerase chain reaction
QTL: Quantitative trait locus
SGOL1: Shugoshin-like 1
SORD: Sorbitol dehydrogenase
STA: Specific target amplifications
STMN1: Stathmin 1.

# Supplementary material for: Muscle transcriptomic investigation of late fetal development identifies candidate genes for piglet maturity
**Source:** BMC Genomics. 2014 Sep 17;15(1):797. doi: 10.1186/1471-2164-15-797
**Supplement:** Supplementary file 5 — Additional file 5: Frequency distribution of Pearson’s correlation network '.pdf’ file. Frequency distribution of Pearson’s correlation between the entire set of 1516 genes (annotated or not) used to build our network.

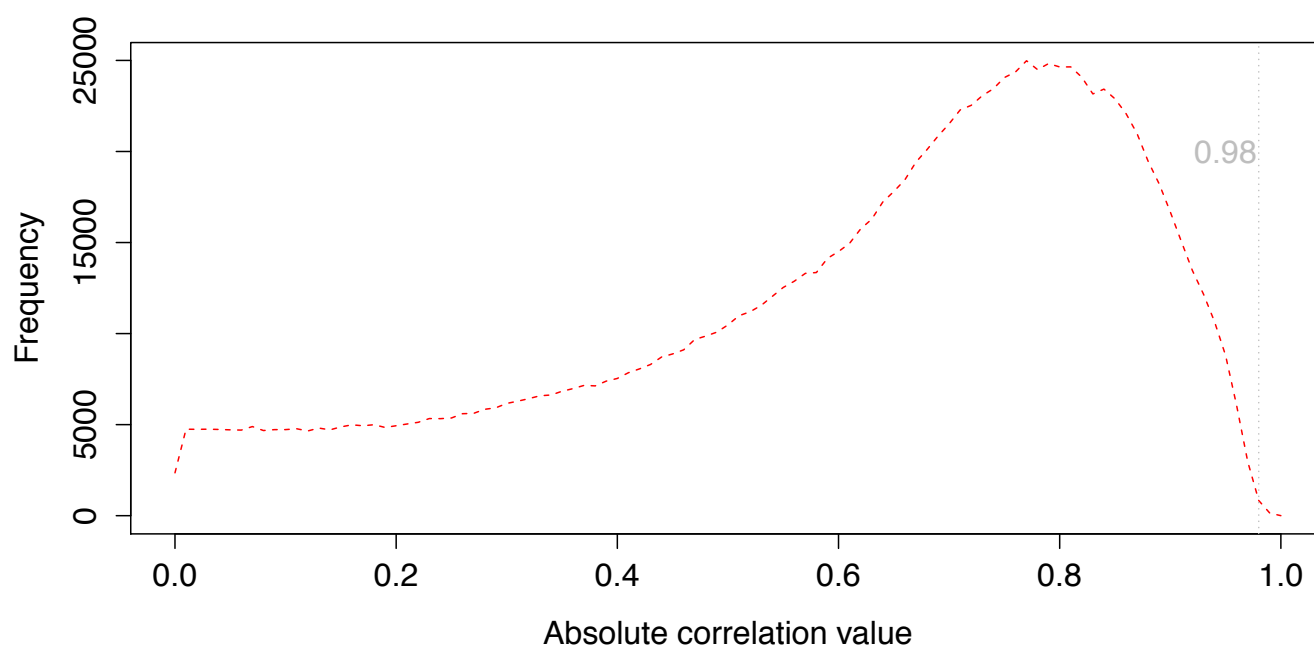

**Additional file 5:** Frequency distribution of absolute Pearson's correlation between the entire set of 1,516 genes (annotated or unannotated) used to build the relevance network.

# Supplementary material for: Muscle transcriptomic investigation of late fetal development identifies candidate genes for piglet maturity
**Source:** BMC Genomics. 2014 Sep 17;15(1):797. doi: 10.1186/1471-2164-15-797

**ARG2 qPCR**

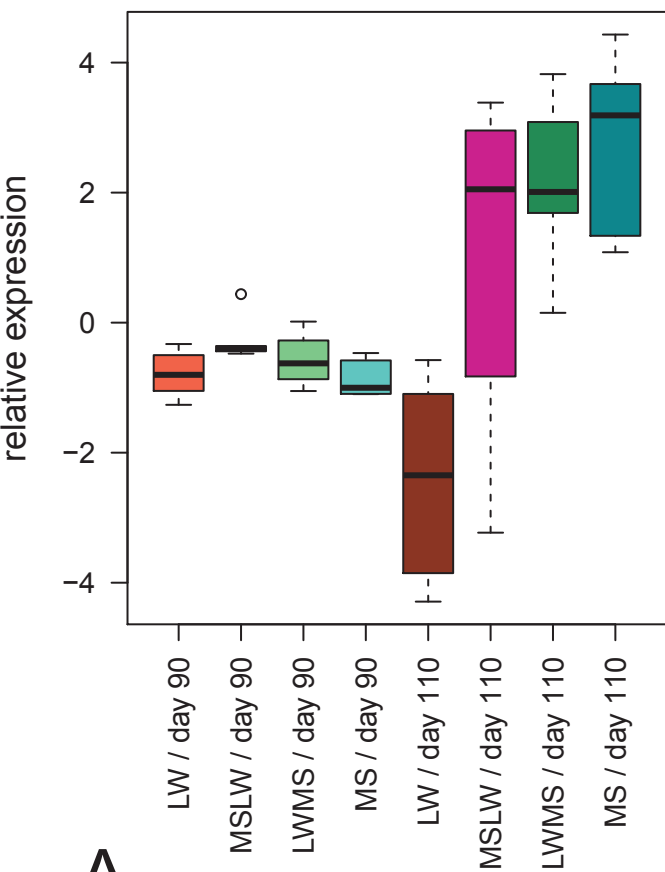

**ARG2 microarray**

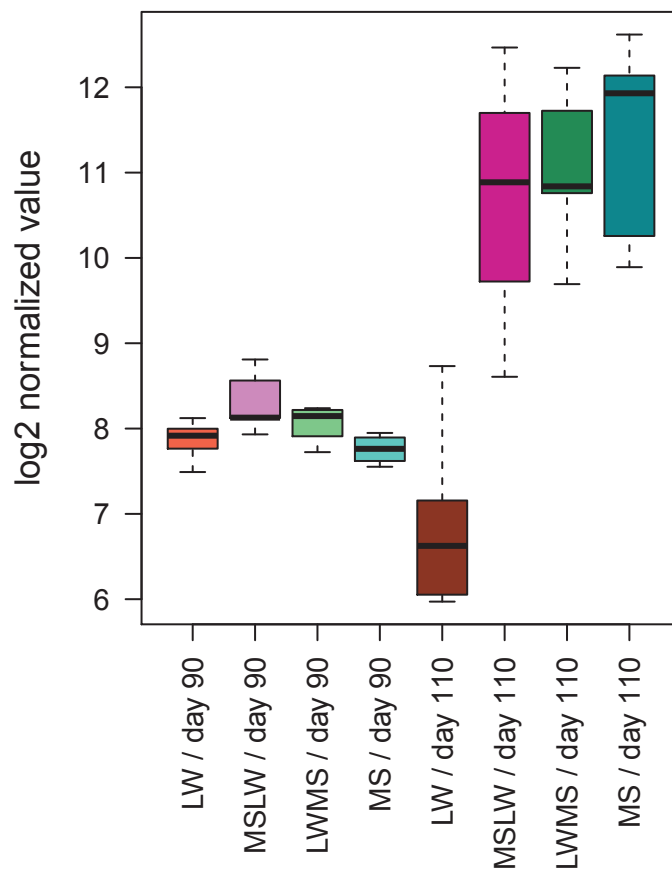

**PHKA1 qPCR**

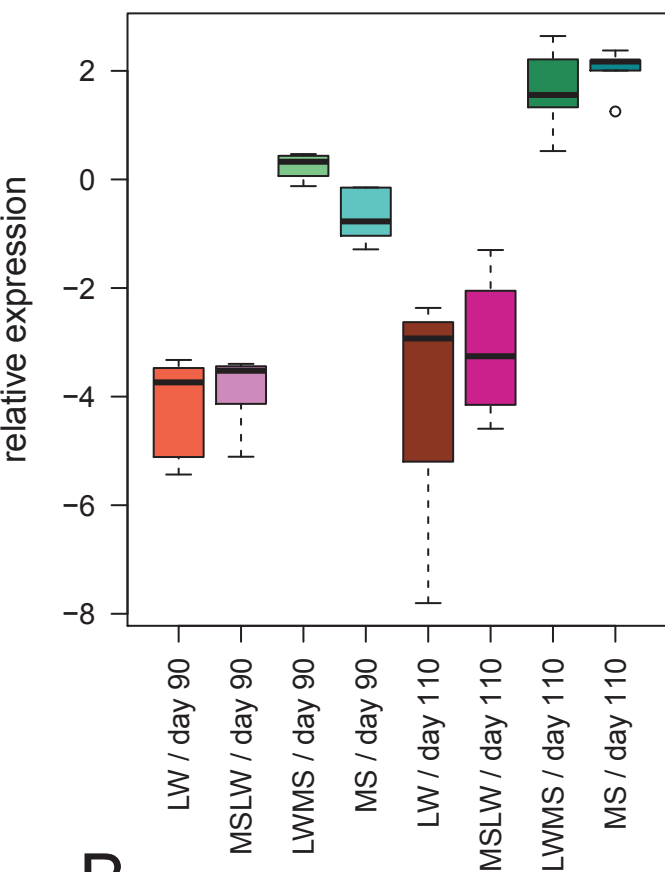

**PHKA1 microarray**

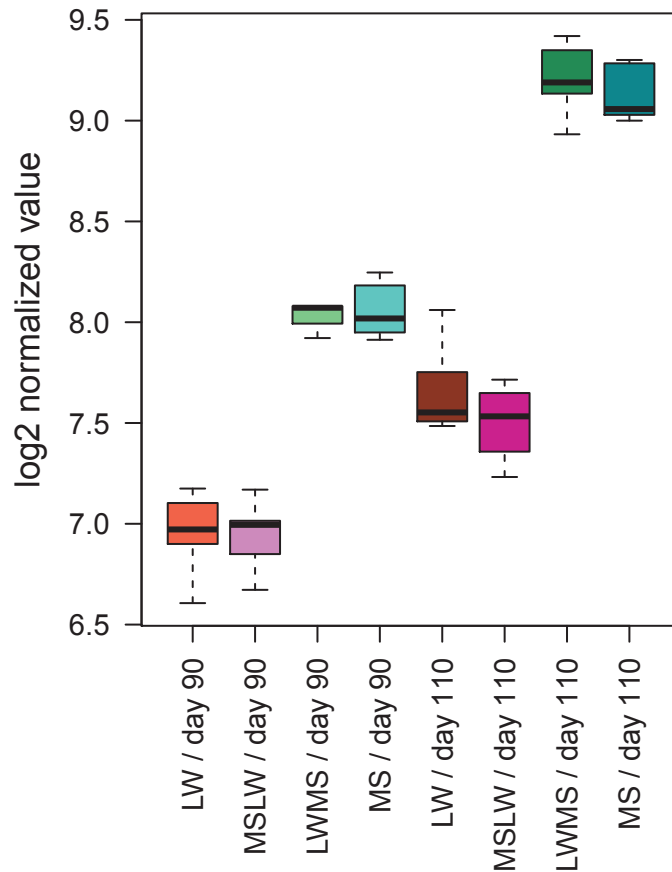

**SLC38A4 qPCR**

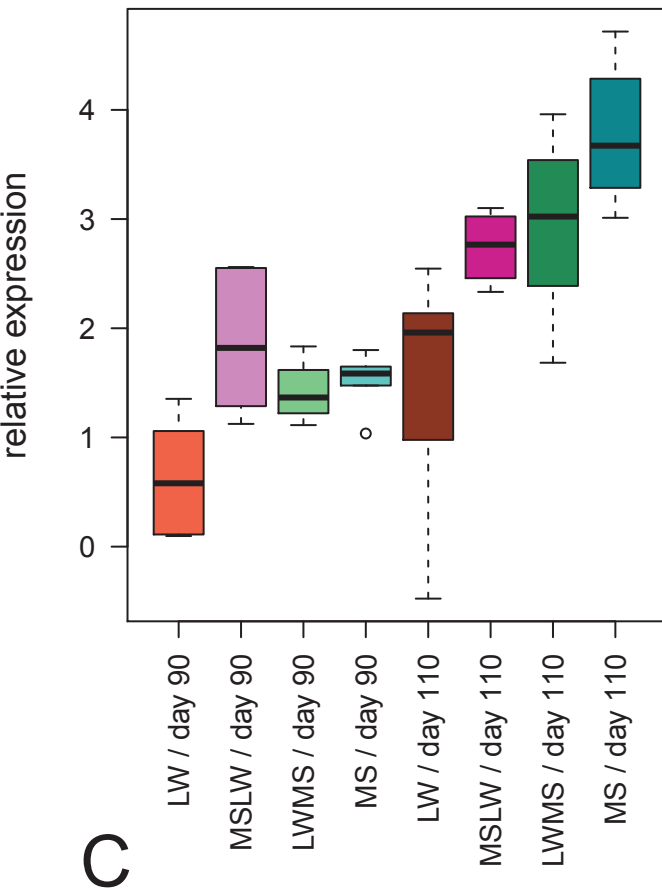

**SLC38A4 microarray**

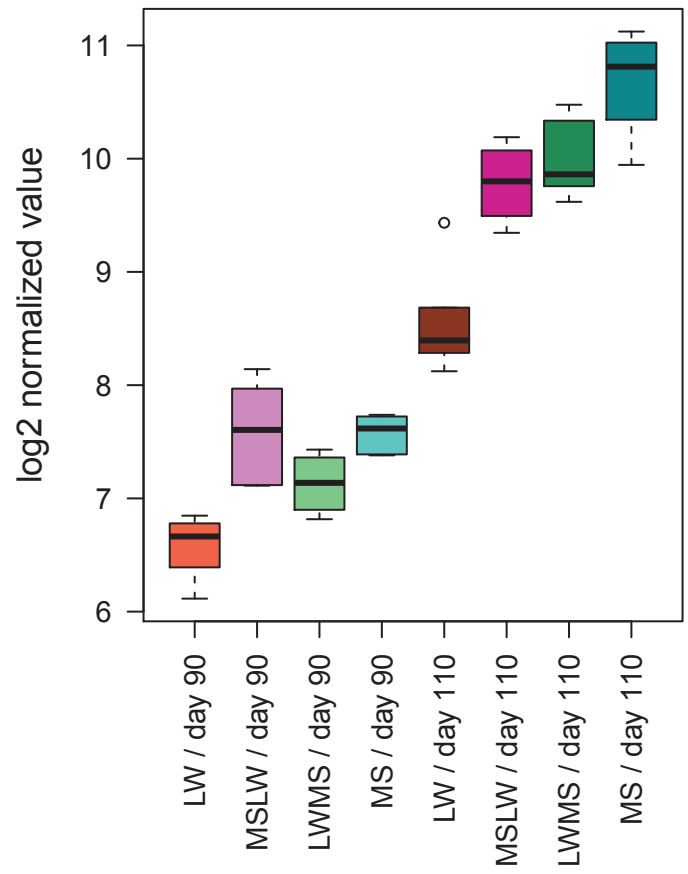

**DLK1 qPCR**

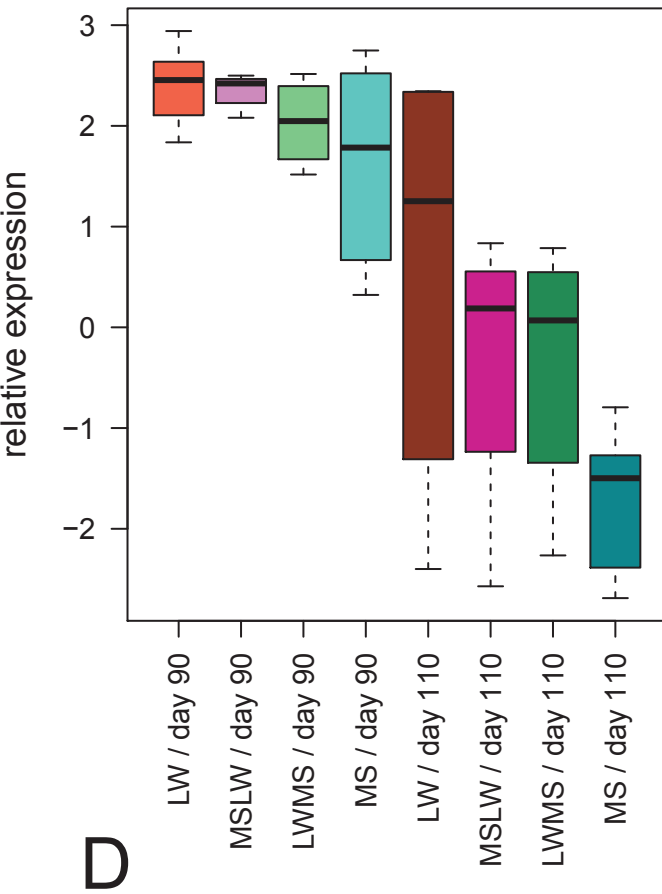

**DLK1 microarray**

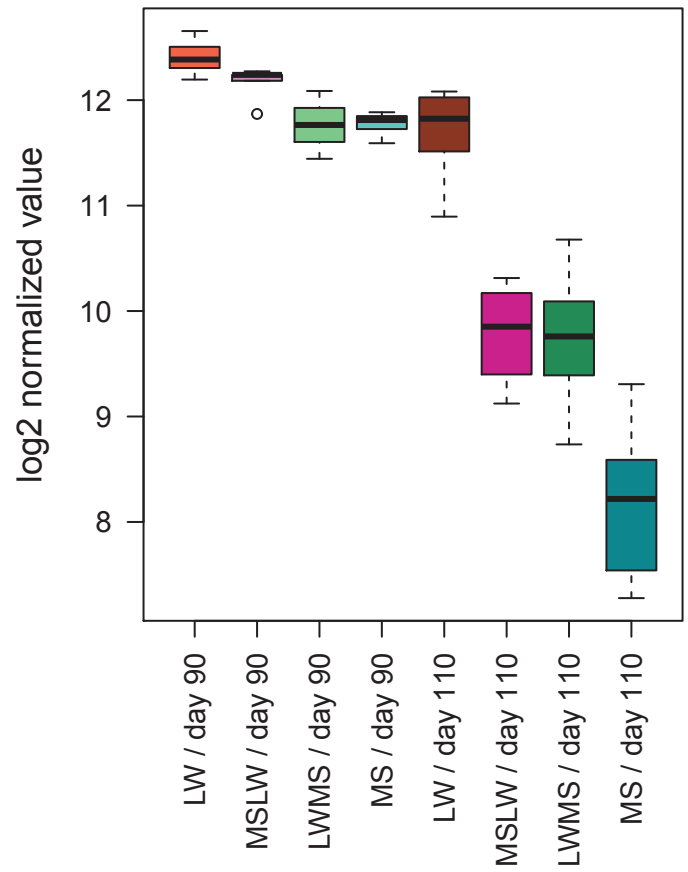

**RASGRP3 qPCR**

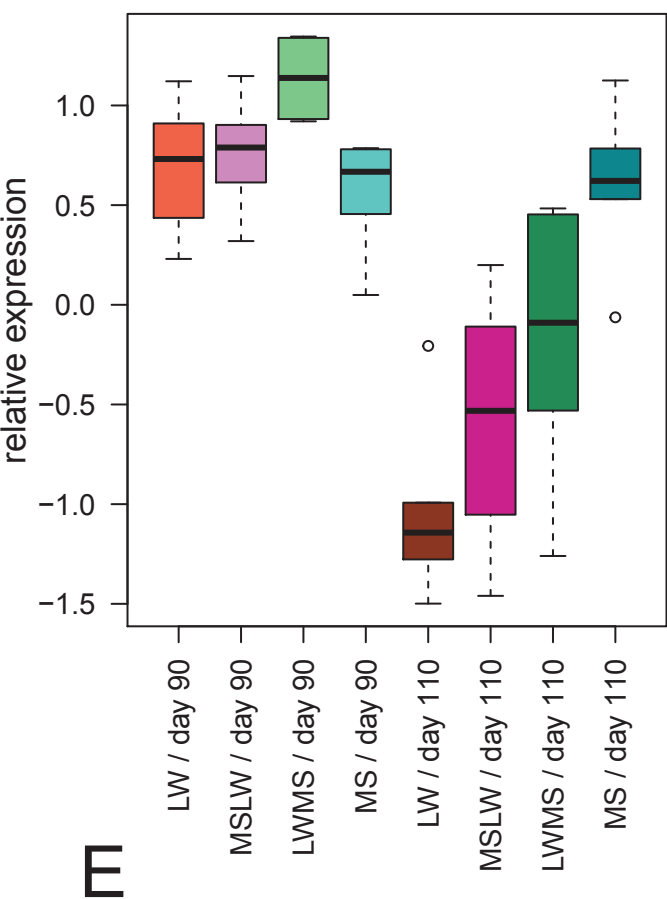

**RASGRP3 microarray**

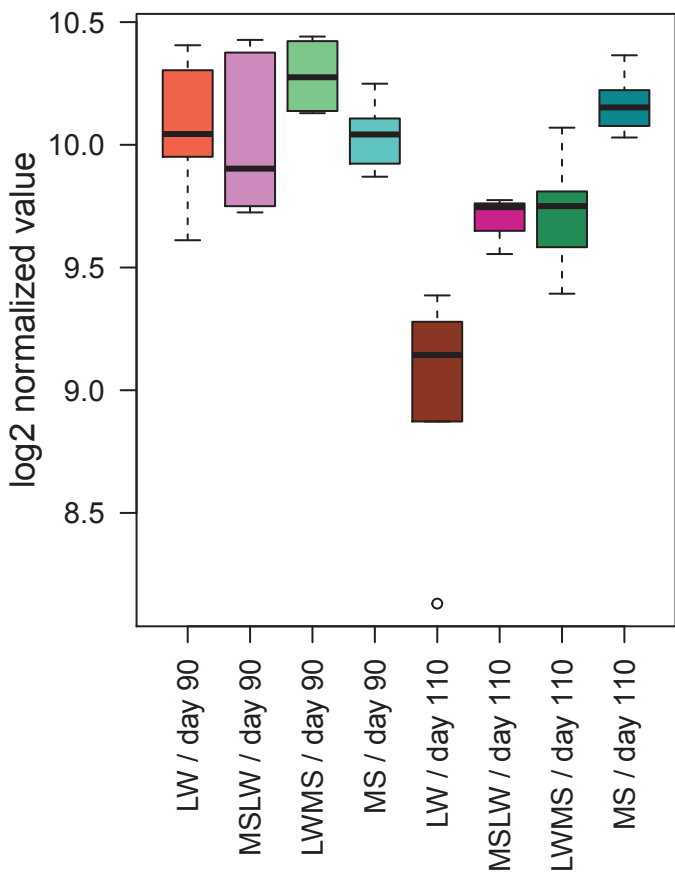

**GDP1 qPCR**

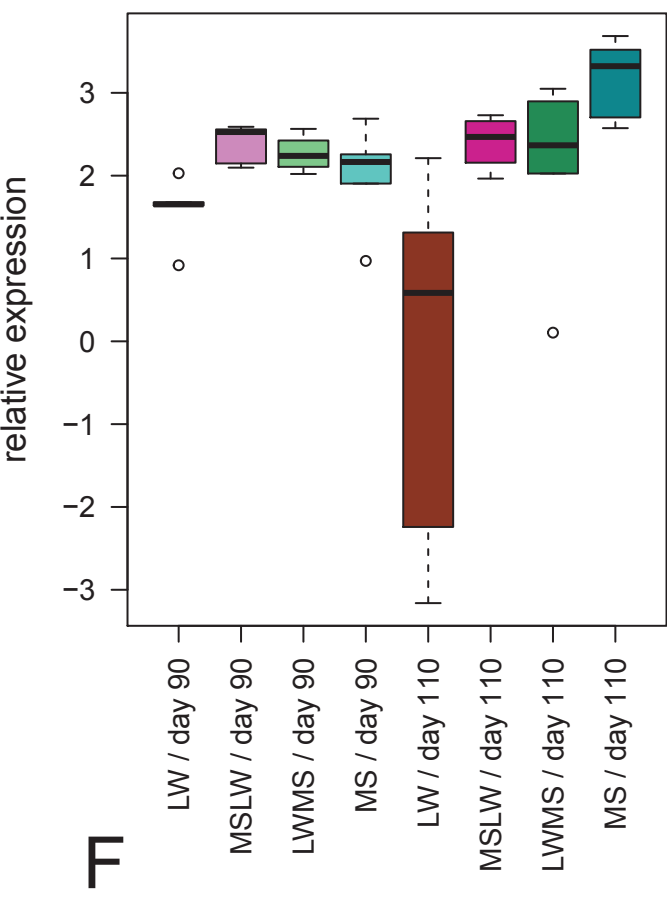

**GPD1 microarray**

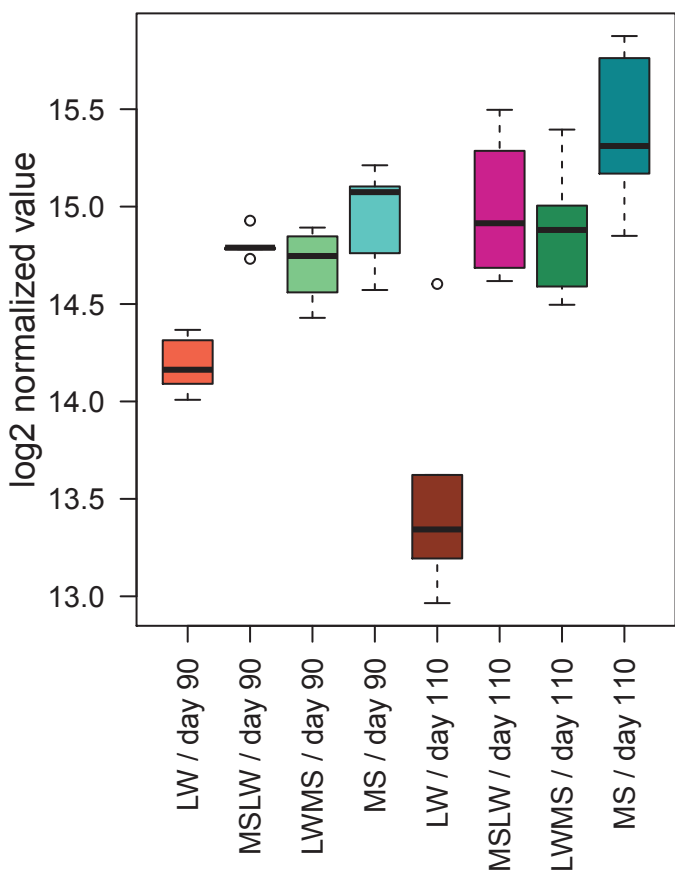

**DUT qPCR**

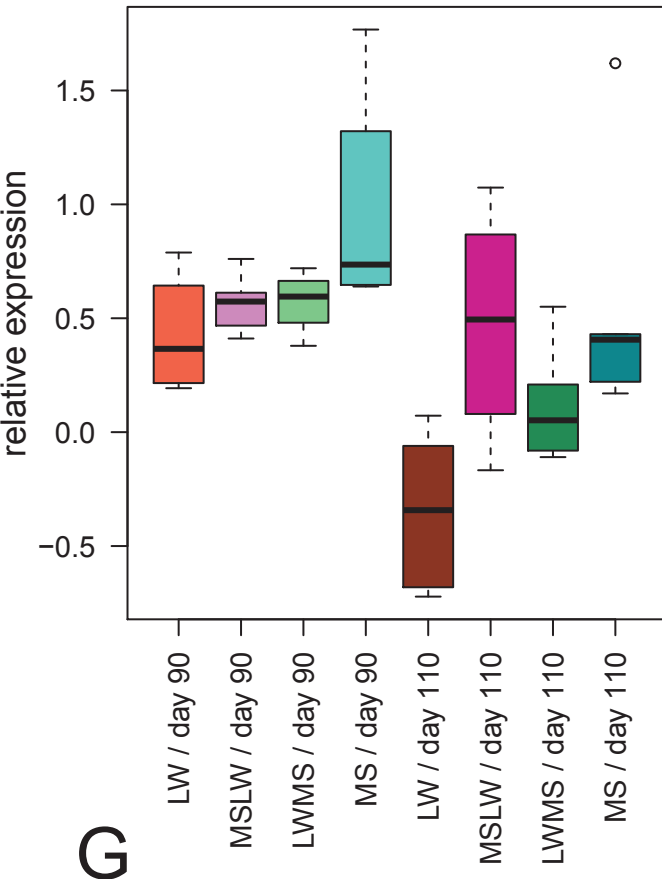

**DUT microarray**

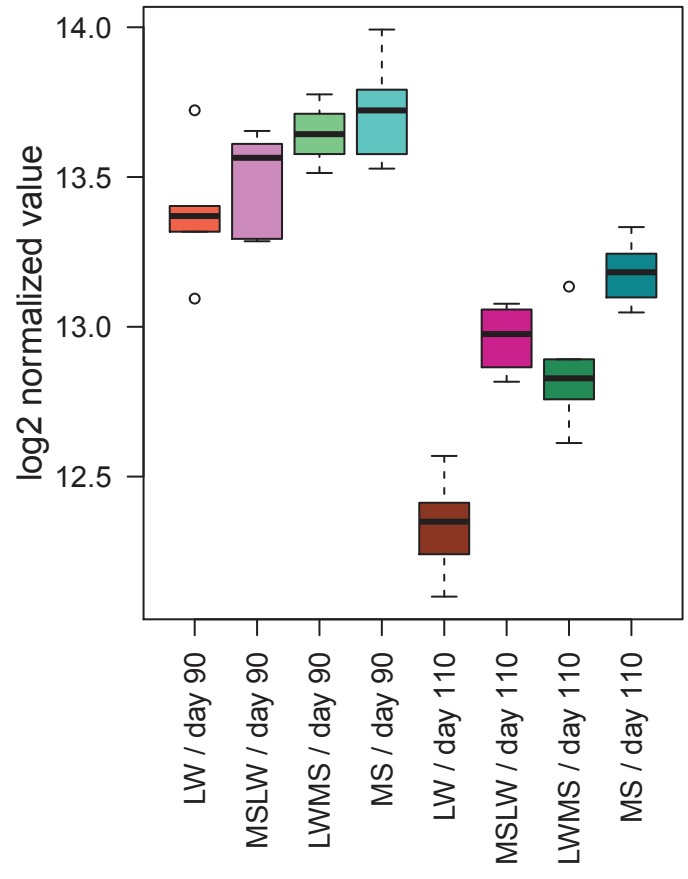

**GBP1 qPCR**

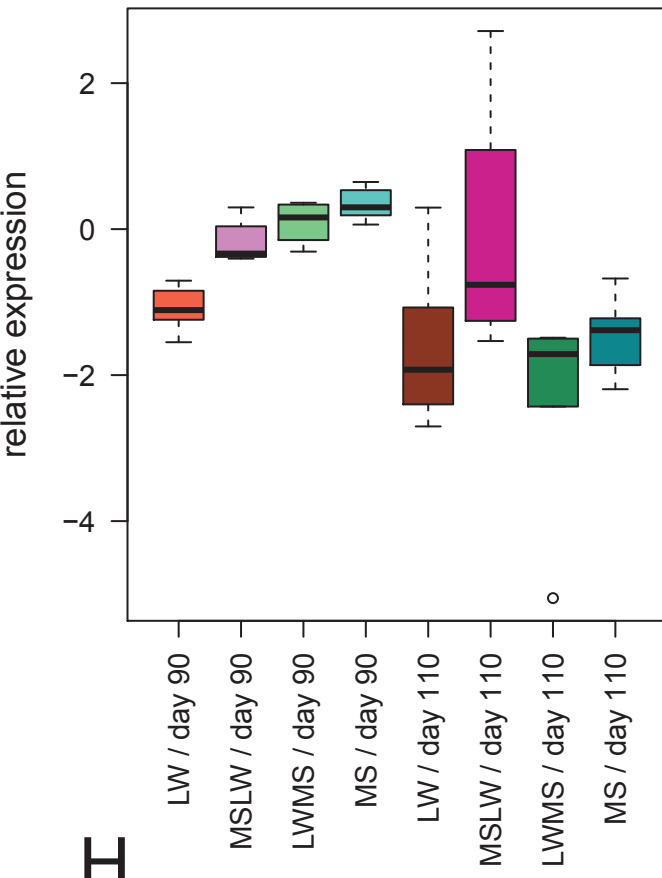

**GBP1 microarray**

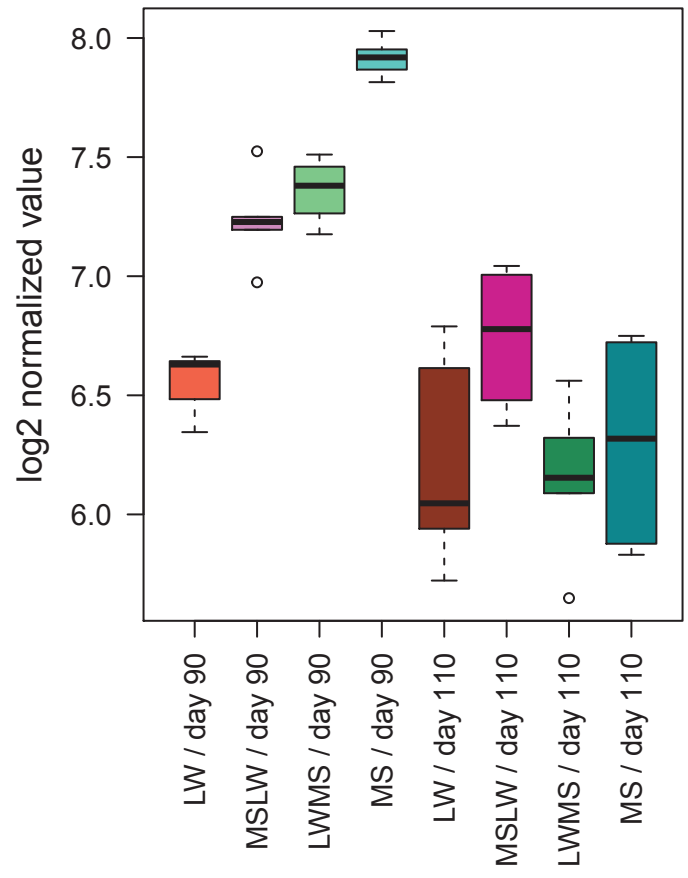

**IL1RAPL2 qPCR**

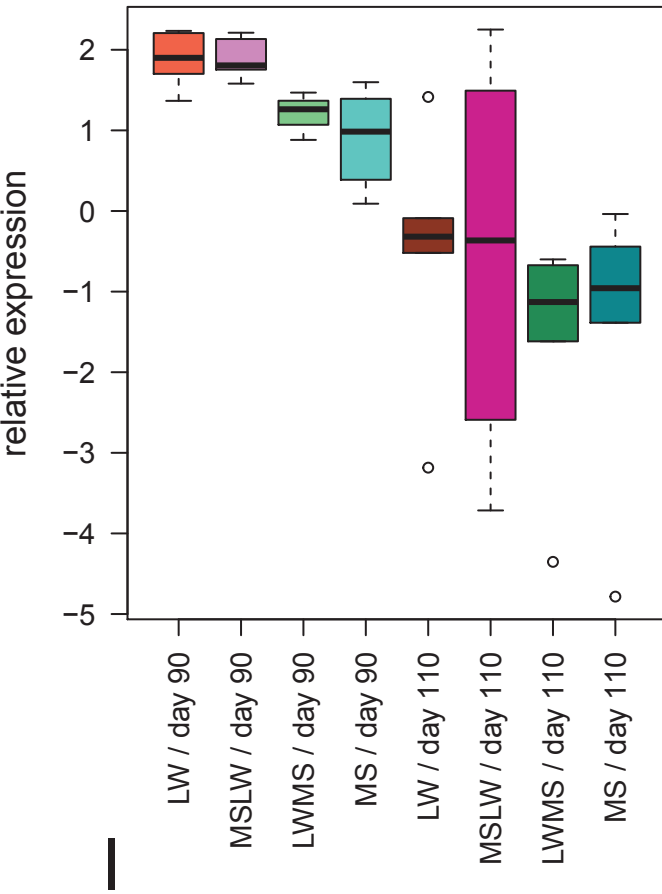

**IL1RAPL2 microarray**

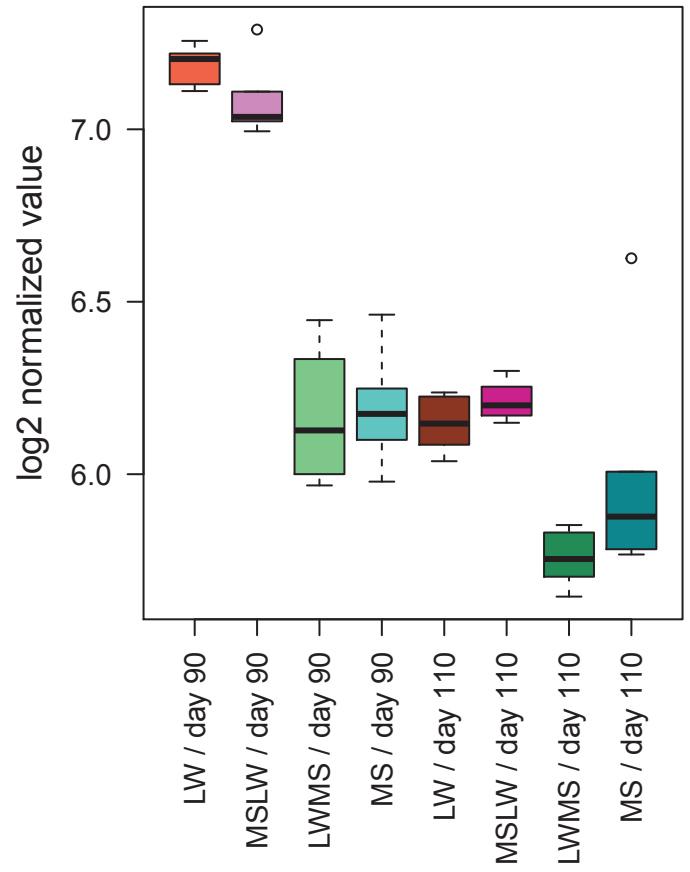

**SPG7 qPCR**

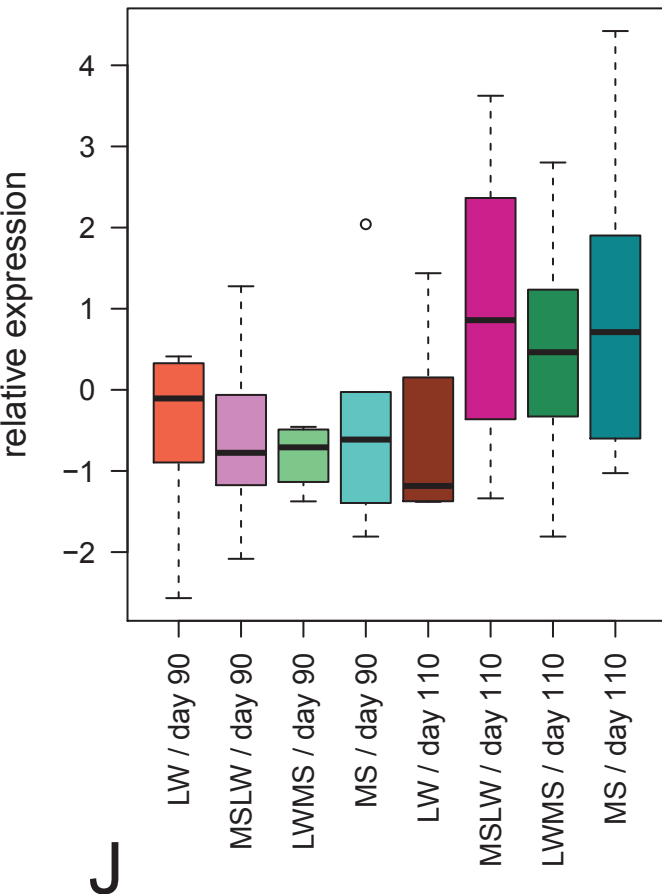

**SPG7 microarray**

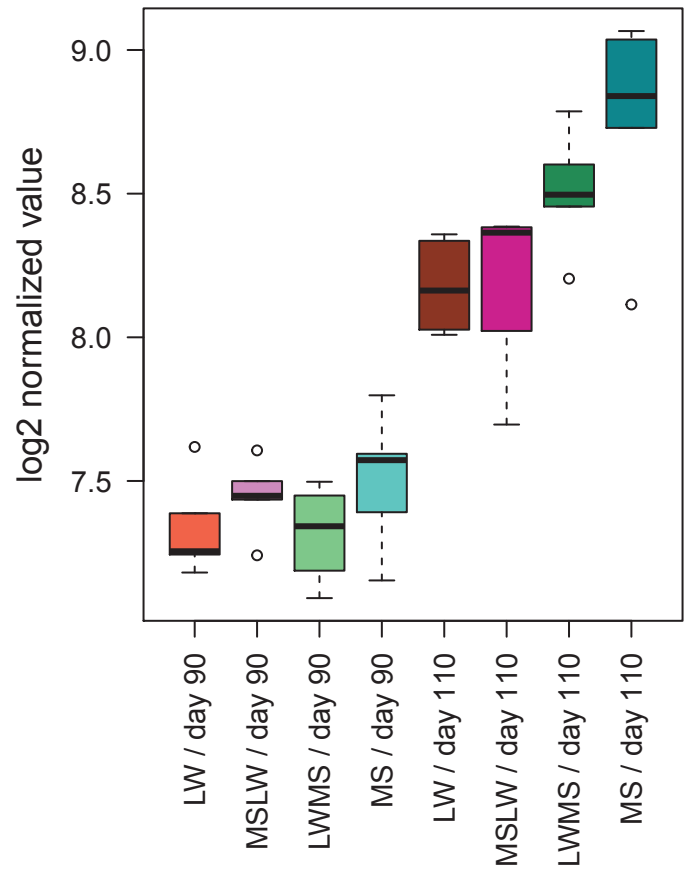

**Supplement:** Supplementary file 10 — Additional file 10: Box-plot representation of the 10 tested genes in qPCR compared to their microarray expression '.pdf’ file. (A) ARG2. (B) PHKA1. (C) SLC38A4. (D) DLK1. (E) RASGRP3. (F) GPD1. (G) DUT. (H) GBP1. (I) IL1RAPL2. (J) SPG7. All box-plots are normalized in log2.

How the deposited data were processed for this re-analysis (not part of the article)

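The authors deposited 1 scanner file per fetus with the intensity of every spot, and 1 table of normalized log2 values. The intensity columns used here are the background-corrected signal of the scanner software, the mean and median signal of the spot and the median of its local background. Deposited intensity values were not normalized between arrays by the authors. The deposited log2 values were quantile normalized by the authors over the 61 arrays, cover 44368 spots and lack 2351 values, and they were used as an alternative.

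Controls were left out, which left 60306 spots. Spots that the software marks as non-uniform (4 to 802 per array, median 16) were set to missing, and spots of the same probe were averaged. At most 2 spots per array were saturated. The background-corrected intensity was quantile normalized over the arrays and log2 transformed. A probe was kept if it was well above background, by the software's mark, on at least 80% of the arrays of at least 1 of the 8 groups. Per array, the median number of probes well above background was 41983 (43017 at day 90 and 41318 at day 110), the median local background was 21 and the 75th percentile of the signal ranged from 469.6 to 1156 (median 718.3). For a probe that was well above background on no array of a group, the size of the difference is given as a bound or not at all. Where only part of the arrays of a group measured it, their number is given beside the fitted value.

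Gene symbols came from the paper's lists for 1742 kept probes, from the array's own names for 18549 and from RefSeq accessions for 327. Named genes are those that the paper names in its results and discussion text, in Tables 1 and 2 and in Figures 3, 5, 6 and 7. For a gene with several probes, the main probe is the one on Additional file 1 (else 8, else 9, else named so by the array) with the highest mean normalized value over all arrays, and the other probes are given as a range. For the crosses, the 5 annotated genes with the largest absolute difference past the threshold in each direction were added.

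The 8 groups were fitted with limma, with a moderated F test of all groups (Bonferroni and Benjamini-Hochberg, threshold 1%) and moderated two-sided tests of contrasts (Benjamini-Hochberg over all kept probes, threshold 1%). Each DEP was given to 1 of the paper's 4 sub-models by BIC. The parental model had age, maternal genotype, paternal genotype and their 3 pairwise interactions. The random sow effect of the paper was left out, because neither the sample labels nor the paper's files give the sow of each fetus. Sub-model shares carry Wilson intervals, which count probes as independent and do not measure the spread over fetuses. Shares of principal components carry a jackknife standard error. The age score and its exact or permutation tests use probe lists from the crossbred fetuses only. The network uses the 96 probes of Additional file 6 and an absolute Pearson correlation above 0.98.

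Alternatives changed the signal column (median signal, the deposited values), the background correction (normexp with offset 50), the normalization (scaling to the 75th percentile), the filter (none, or well above background on all arrays), the marked spots (kept), the slide (as a block), the test (no moderation), the criterion (AIC), the fold threshold (1), the correlation threshold (0.95, or 1 age only), the samples (LW and MS only, crosses only) and the MSLW fetuses of day 110, left out 1 at a time. No sample was left out of the main analysis. For chance groupings, labels were drawn anew within the design, 100 groupings with the real one included.

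In a self-test, 200 of 42436 simulated probes were changed by 1 on the log2 scale. Noise was drawn independently for each probe and array, with no litter or slide effect, so false calls from these are not covered. The share recovered was 62.5% for the difference in age change between MS and LW, 81.5% for MS against LW at day 110, 76.0% for the crosses at day 110, 80.5% for the maternal and 82.5% for the paternal interaction, with 2, 3, 3, 0 and 4 false calls. The sub-model was right for 80.75%, 97.75% and 99.75% of simulated probes of sub-models 1, 2 and 3. The fitted estimates and p values matched those of limma to within 1e-06.

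The enrichment tests and the PCR measurements were not repeated, and no genome was used, so chromosomes are those printed in the paper's lists. Software was R 4.3.3 with limma 3.58.1, igraph 2.1.4 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.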

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

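The tests of the LWMS fetuses, of PC 3, of local trends on an array, of the slides with 2 LW fetuses, of the slide for the spread of LW fetuses, of the mitochondrial genes, of single fetuses in named genes and of named genes between the breeds were chosen only after the result was seen, as were 3 of the tests of the MSLW fetus of day 110 (mislabelling, array quality, slide). Each group of fetuses was searched for 1 fetus apart from the others by Dixon's test, and 17 of 152 groups had one. Chance sets apart about 1 in 20 groups, or 7.6 here. No biological explanation was tested for any single fetus, because the labels give nothing on a fetus beyond its age and genotype.

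1 LWMS fetus at day 90 lies nearer to day 110 than the others of its group, with a PC 1 score of -54.68 (others -84.71 to -72.66) and an age score of -0.1536 (others -0.76 to -0.56). In the same direction lie its DLD at 9.277 (others 8.57 to 8.89) and its STMN1 at 13.94 (others 14.32 to 14.65). RNA of day 110 mixed into the sample could do this, because on unlogged values a small share of foreign RNA lifts rising probes more than it lowers falling ones. The rising probes moved 27.7% of the way to day 110 and the falling ones 10.5%, a ratio of 2.641, which such a mixture is consistent with. However, the share that accounts for the rising probes, 13.1%, would move the falling probes by 6.21%, less than observed. The number of probes well above background, the measure of array quality tested, is excluded as the cause. Its array has 45684 such probes, but another LWMS array of day 90 has 45514 with an age score of -0.72. At an equal number of such probes, 101.8% of the distance is left. Other aspects of array or RNA quality were not tested. Normalization between arrays is excluded, since 94.72% of the distance is left with 75th percentile scaling, and the slide is excluded, since 106.1% is left with slide means removed.

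1 LWMS fetus at day 110 lies nearer to day 90, with a PC 1 score of 81.62 (others 94.67 to 100.9) and an age score of 2.446 (others 2.64 to 2.80). Mixed RNA of day 90 would move the falling probes more than the rising ones. The falling probes moved 6.57% of the way to day 90 and the rising ones 9.24%, a ratio of 0.7115. The mixed share that accounts for the falling probes, 2.33%, would move the rising ones by 1.13%, less than observed. These moves are small and have no spread from other fetuses, so mixed RNA is not decided. Normalization is excluded by the 101.7% of the distance left under 75th percentile scaling, and the slide by the 90.19% left with slide means removed. The number of probes well above background (37465 on its array) is excluded too, because 102.8% of the distance is left at an equal number. Other aspects of array or RNA quality were not tested. Of the explanations tested, mixed RNA is left open and the others do not account for the position of this fetus.

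1 MSLW fetus at day 110 also lies nearer to day 90 than the others, with an age score of 1.55 (others 2.47 to 2.88) and a PC 1 score of 32.7 (others 83.2 to 107.6). It was examined because leaving it out changed the parental counts. The falling probes moved 39.1% of the way to day 90 and the rising ones 28.3%, a ratio of 1.383. The mixed share that accounts for the falling probes, 21.1%, would move the rising ones by 11.0%, less than observed. This argues against mixed RNA of day 90 alone. The other MSLW fetuses of day 110 moved away from day 90 in both sets of probes, so their ratios give no spread for a mixture. Without a spread, the ratio by itself excludes nothing. A mislabelled LW fetus is excluded by its PC 2 score of -1.304. The number of probes well above background (43475 on its array) is excluded by the 101.0% of the distance left at an equal number. Other aspects of array or RNA quality were not tested. The slide is excluded by the 77.66% of the distance left, and normalization between arrays by a gap over range of 0.7247 under 75th percentile scaling. The fetus was kept.

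1 MSLW fetus at day 90 lies apart on PC 3, at 86.28 (others -27.65 to 25.08), and on PC 4, at -116.6 (others -16.67 to 10.39). On PC 3 the slide is excluded as the whole cause, because the 5 other fetuses on its slide score 13.78 to 29.57, so that its score exceeds the highest of them by 56.71. Its array has 752 non-uniform spots, rank 2 of all arrays. Deviations of neighbouring spots correlate at 0.1425 on it, rank 2 after an array with 0.1702, which does not exclude uneven hybridization across the array. With the median deviation of each block of 12 by 12 positions removed, 98.29% of its distance on PC 4 is left. The correlation of neighbouring spots is then still 0.1218, so unevenness on a finer scale is not removed and cannot be told apart from other causes.

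In named genes, 11 groups had 1 fetus apart. Besides DLD and STMN1 of the LWMS fetus of day 90 above, these were PCK2 in LW at day 90 (8.383, others 7.82 to 8.04), LDHA in LW at day 90 (14.44, others 14.67 to 14.87), FBP2 in LWMS at day 110 (8.569, others 7.24 to 7.70), PDHA1 in MS at day 90 (10.05, others 9.76 to 9.90) and in LWMS at day 110 (11.93, others 12.16 to 12.31). The remaining ones were STMN1 in MS at day 110 (11.27, others 10.77 to 10.95) and in MSLW at day 90 (13.92, others 14.24 to 14.50), and SORD in LW at day 90 (7.035, others 6.62 to 6.78) and in MS at day 90 (7.003, others 6.39 to 6.64). With 75th percentile scaling 7 of the 11 stayed apart, and for these normalization between arrays is excluded. The other 4 (LDHA in LW, DLD in LWMS, STMN1 in MSLW and SORD in MS, all at day 90) no longer lay apart, so for these the values are consistent with normalization between arrays. With slide means removed 1 stayed apart. Random assignment to slides left 0 to 5 apart (median 2), so whether the slide is the cause cannot be told apart from the effect of removing any 8 means.

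Differences between groups that could carry the conclusions were set against the array-level explanations. The age score of LW less that of MS changed by -0.72 from day 90 to day 110. At day 110 the difference was -0.98 (SE 0.127) with 75th percentile scaling, -0.96 (SE 0.121) with the number of probes well above background on an array as a covariate and -0.963 (SE 0.108) with the slide as a block, so these 3 are excluded. LW fetuses also spread more than MS fetuses at day 110 (ratio of SDs 2.64, exact two-sided permutation p = 0.0608). Chance is not excluded by this p. The ratio rose to 3.833 with 75th percentile scaling, which excludes normalization between arrays, and fell to 2.054 with slide means removed, so a part of the slide in it cannot be told apart from chance.

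The age change differed between MS and LW for 2528 probes, and the difference between the crosses changed with age for 14 probes. Among 19 named genes the age change differed between MS and LW for 14, namely PGK1 (0.60), PCK2 (2.75), LDHA (1.00), NUSAP1 (-1.07), CDK6 (-0.50), STMN1 (-0.76), COL5A2 (-0.50), DCI (0.89), SORD (0.92), CREM (-0.60), MYH3 (-2.27), PYGM (0.93), IGF2 (-0.42) and GPI (0.58). With 75th percentile scaling 13 of the 14 kept sign and threshold, the other being IGF2 with 0.069 (adjusted p = 0.71). With the slide as a block all 14 did. The slide is therefore excluded for all 14 genes and normalization between arrays for 13. For the main probe of IGF2 an effect of the normalization is not excluded.

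For 9 of the count results, the fetuses were also split at random within the design, on the probes with no missing value. In each case 1 of 100 splits, the real one, had as many probes past the threshold. The real counts and the largest drawn ones were 18223 and 0 (all groups), 2410 and 364 (age change, MS and LW), 5235 and 821 (MS and LW at day 90), 11708 and 697 (at day 110), 204 and 15 (crosses at day 90), 369 and 9 (at day 110), 14 and 3 (by age), 1247 and 1 (maternal) and 182 and 83 (paternal). A random labelling of single fetuses is excluded for each, at the resolution that 100 splits allow. The splits did not keep littermates together, because the sow of each fetus is not known, so an effect of litter is not excluded. They also broke the difference between breeds, crosses or parents itself, so they do not test its change with age alone.

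The slides with 2 LW fetuses and no MSLW fetus of day 110 could hold a mislabelled MSLW fetus. The lowest PC 2 score of the LW fetuses on them is 43.61 and the highest of any MSLW fetus is 8.67, so this is excluded.

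For the 4 ND2 probes of the maternal list, a difference in all mitochondrial transcripts is excluded as the only cause, because 26 of the 69 probes of other mitochondrial genes past the threshold are lower with LW sows and 43 are higher. A difference in level beside another cause is not excluded. A sequence difference between the breeds under single probes is consistent with the spread among ND2 probes, whose largest and smallest differences are 2.83 apart (SE 0.175). No probe was aligned to the genome of either breed.

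For network pairs above 0.98 over all fetuses, the difference between the 2 gestational ages is consistent with the correlations, since 0 of the pairs pass the threshold within an age. For the surplus of paternal over maternal probes in the paper, the random sow effect in the paper's model is a possible explanation. Without a sow effect, maternal probes outnumber paternal ones by a factor of 6.59. The size of this factor depends on single fetuses, since without 1 MSLW fetus of day 110 the counts are 871 and 308.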

How the results depend on the processing

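All alternatives were fixed before the data were examined, and no test here was chosen after the result was seen. No paired analysis was possible because no 2 arrays come from the same fetus or are known to come from the same litter. Of the comparisons, 330 kept the value within its limits and 48 moved. None lost or reversed its call. For moved values the cause was not tested, except where fewer probes or fewer fetuses enter.

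The share of PC 1 (51.4%) was 55.7% with the deposited values, 56.4% with the median signal, 60.5% with only probes well above background on all arrays, 34.0% with no filter on dim probes, 59.2% with normexp background correction and 38.2% with probes scaled to unit variance. That of PC 2 was 5.67% with no filter. That of PC 3 was 4.45% with probes well above background on all arrays, 3.68% with no filter and 6.08% with unit variance.

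The share of sub-model 1 (16.0%) was 15.2% with the deposited values and 15.2% with the median signal, 17.8% with 75th percentile scaling, 16.7% with probes well above background on all arrays, 24.7% with the slide as a block, 45.8% with AIC, and 15.9% to 16.8% without 1 MSLW fetus of day 110. Sub-model 2 (34.7%) had 33.6% with the deposited values and with the median signal, 33.1% with 75th percentile scaling, 35.4% with probes well above background on all arrays, 33.3% with normexp and 33.2% with AIC. Sub-model 3 (47.7%) had 49.6% with the deposited values and with the median signal, 46.5% with probes well above background on all arrays, 49.2% with normexp, 38.9% with the slide as a block and 20.2% with AIC. Sub-model 4 (1.56%) had 1.29% with probes well above background on all arrays, 1.35% with the slide and 0.824% with AIC.

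Sub-model 1 genes higher at day 110 numbered 730 with the slide as a block and 247 at a log2 fold change above 1, and those higher at day 90 423 at that threshold. The maternal count (1291) was 2144 with the slide and 871 to 1629 without 1 MSLW fetus of day 110, and the paternal count (196) was 148 to 308. For the crosses at day 110 (389) the count was 253 with the crosses fitted alone and 239 to 376 without 1 fetus. By age (14) it was 9 with the median signal, 33 with the slide, 4 with the crosses alone and 9 to 15 without 1 fetus. Network edges (396) numbered 3830 above 0.95 and 0 within day 90 or day 110.

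Counts that stayed alike could hide a change of probes, so shared probes were counted. Of the Bonferroni probes, 17916 of 18474 were shared under the deposited values, 17951 of 18367 under the median signal, 17600 of 19050 under 75th percentile scaling, 17974 of 18433 under normexp and 18728 of 20348 with the slide as a block. For the paternal interaction 132 to 190 probes were shared.

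Among values of named genes, 1063 kept their call, 43 weakened, 11 strengthened and 1 reversed. The one that reversed is the age change of the main IGF2 probe over the genotypes, -0.27 in the main analysis and 0.24 with 75th percentile scaling. The cause was not tested.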

Differences from the paper's values

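No test in this part was chosen after the result was seen, and causes were not tested. A value is near the paper's if the larger is at most 1.5 times the smaller. Alternatives are those set before the data were examined.

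With Bonferroni's correction, 19062 DEPs were found where the paper has 12,326. The count came near with the deposited values (18474), the median signal (18367), probes well above background on all arrays (15997) and normexp (18433), and not with the others. Their share was 44.9% of the probes where the paper has 28%. It came near with no filter on dim probes (31.2%) and with the deposited values (41.6%), and not with the others. DEPs with age in the sub-model numbered 18765 against 11,952, and came near only with probes well above background on all arrays (15790). None of these reached the paper's value.

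Sub-model 1 held 3045 probes where the paper has 2,000. The count came near with the deposited values (2807), the median signal (2800), probes well above background on all arrays (2677), normexp (2940) and without 1 of the MSLW fetuses of day 110 (2986), and not with the others. Sub-model 4 held 1.56% where the paper has 3%, and no alternative came near.

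The maternal genotype changed the age effect of 1291 probes where the paper has 164, and the paternal genotype of 196 probes where it has 641. No alternative came near either value. Sub-model 1 probes past the threshold for either parent numbered 1116 where the paper has 602, and no alternative came near. Counted on the paper's own sub-model 1 list, 680 probes were past it for either parent, which is near the paper's value.

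In the network, CDK6 had degree 4 where the paper has 10 and a betweenness of 109 where it has 805.529, and no alternative came near. COL5A2 had a betweenness of 0.917 where the paper has 145.558. The deposited values gave 145.863, the median signal 145.426 and normexp 109.464, and the others did not come near. DCI had 432 where the paper has 793.204. The deposited values gave 1057.74, the median signal 1047.07, normexp 720.421, and leaving out 4 of the 5 MSLW fetuses of day 110, 1 at a time, gave 720.773, 535.175, 642.211 and 541.153. It stayed apart without the remaining fetus (405.811), with marked spots kept, with 75th percentile scaling and with either other filter.

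In direction or rank, sub-model 2 is the largest in the paper (41%, and sub-model 3 has 40%), and here sub-model 3 (47.7%) exceeded sub-model 2 (34.7%). This order held under every alternative but the Akaike information criterion, with 20.2% and 33.2%, where sub-model 1 was the largest (45.8%). The paper lists more paternal than maternal probes, and here maternal probes were more numerous under every alternative. CDK6 has the highest betweenness in the paper and in none of the settings here, where FSTL1 was highest in the main analysis. DCI is second there, lower than FSTL1 and VCAN here, and first with the deposited values, the median signal and without 1 of the MSLW fetuses. For LDHA and the main probe of SORD the paternal interaction was not past the threshold (adjusted p = 0.194 and 0.0632), and for MAGEL2 it was not either (0.339). The fall of LDHA in LW was not past the threshold (0.249), and over the alternatives the change ran from -0.23 to 0.15. The fall of PCK2 in LW (0.0106) was past it under 5 alternatives. GBP2, which a figure legend of the paper names as higher at day 110 in both breeds, was lower at day 110 in both. No probe of GBP2 is on the paper's lists, while 1 probe of FBP2 is, and FBP2 rose by 1.31 in both breeds. The legend may therefore mean FBP2, in which case this is no difference. In Table 1, with a gene past the fold threshold when any listed probe is, IGF2, KDR, GDF11 and SH2B3 passed in both breeds and OXCT1 in neither. The main probe of SH2B3 was higher at day 110 in both breeds, where the paper lists the gene for day 90.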

Other observations

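Of the points below, the comparisons of the mitochondrial probes and of the PC 3 scores by slide rest on tests chosen only after the result was seen.

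PC 3 separates the fetuses by slide rather than by group, with 83.4% of the variance of its scores between slides and 4.75% between groups. The paper does not describe a slide effect. With the slide as a block more probes passed in most comparisons, such as 2144 in place of 1291 for the maternal interaction.

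The crosses have age scores between those of the breeds at day 110, with 2.70 ± 0.115 (SD, n = 8) in LWMS and 2.42 ± 0.510 (n = 5) in MSLW. The probes of the score were chosen on the crosses, so their own scores are not independent of that choice, and 1 MSLW fetus lies at 1.55 (others 2.47 to 2.88). At day 90 LW scored below MS by 0.24, and by 0.10 with no fold threshold for the lists.

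Most maternal and paternal effects share their sign, with 1071 of 1291 maternal and 182 of 196 paternal probes. A probe that lies between the breeds in both crosses gives such a pair, so a place on 1 of the 2 lists may depend on which estimate passes the threshold and not on the parent alone. The ratio of 6.59 maternal to paternal probes without a sow effect, set against the paper's reverse ranking, is consistent with a part of the sow term in the choice of the lists. Without 1 MSLW fetus of day 110 the counts come closer, with 871 maternal and 308 paternal probes.

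Between the crosses, most differences that also separate the breeds follow the sow, 159 of 177 at day 90 and 180 of 241 at day 110. In male fetuses, X-linked and mitochondrial genes do so by descent alone. Of the 19 X-linked and 4 mitochondrial probes of the paper's maternal list, 14 and 4 differed between the crosses at day 110. The share of such genes among all these differences was not determined. MAGEL2 follows the boar at both ages, with 1.55 and 1.56 on its main probe. PHKA1, one of the genes of Table 2, was lower in MSLW by 1.76 at day 110 (adjusted p = 3.56e-15).

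Probes of 1 mitochondrial gene give unlike differences between the sows' breeds. ND2 probes not on the maternal list range from 0.03 to 2.86, the 25 COX1 probes have a median of -0.03 and a highest value of 2.45, and the 20 ND1 probes a median of 0.20 and a highest value of 2.21. This is consistent with breed sequence differences under single probes, by the spread of 2.83 among ND2 probes. A rise of all mitochondrial transcripts alone would not give the 26 of 69 probes of the other genes past the threshold that are lower with LW sows.

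HPRT1, the reference gene of the PCR, rose by 0.16 with age over the genotypes on the arrays (SE 0.04, adjusted p = 0.000528, 0.15 to 0.21 over the alternatives). Within single genotypes the change was 0.11 to 0.21 and not past the threshold, and MS and LW did not differ in it (-0.06, adjusted p = 0.794).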
